# Folliculin-interacting protein FNIP2 impacts on overweight and obesity through a polymorphism in a conserved 3′ untranslated region

**DOI:** 10.1186/s13059-022-02798-5

**Published:** 2022-10-31

**Authors:** Lara P. Fernández, Nerea Deleyto-Seldas, Gonzalo Colmenarejo, Alba Sanz, Sonia Wagner, Ana Belén Plata-Gómez, Mónica Gómez-Patiño, Susana Molina, Isabel Espinosa-Salinas, Elena Aguilar-Aguilar, Sagrario Ortega, Osvaldo Graña-Castro, Viviana Loria-Kohen, Pablo J. Fernández-Marcos, Alejo Efeyan, Ana Ramírez de Molina

**Keywords:** Obesity, Overweight, Metabolism, mTOR, *FNIP2*, Folliculin complex, SNPs, miRNA

## Abstract

**Background:**

Overweight and obesity are defined by an anomalous or excessive fat accumulation that may compromise health. To find single-nucleotide polymorphisms (SNPs) influencing metabolic phenotypes associated with the obesity state, we analyze multiple anthropometric and clinical parameters in a cohort of 790 healthy volunteers and study potential associations with 48 manually curated SNPs, in metabolic genes functionally associated with the mechanistic target of rapamycin (mTOR) pathway.

**Results:**

We identify and validate rs2291007 within a conserved region in the 3′UTR of folliculin-interacting protein FNIP2 that correlates with multiple leanness parameters. The T-to-C variant represents the major allele in Europeans and disrupts an ancestral target sequence of the miRNA miR-181b-5p, thus resulting in increased *FNIP2* mRNA levels in cancer cell lines and in peripheral blood from carriers of the C allele. Because the miRNA binding site is conserved across vertebrates, we engineered the T-to-C substitution in the endogenous *Fnip2* allele in mice. Primary cells derived from *Fnip2* C/C mice show increased mRNA stability, and more importantly, *Fnip2* C/C mice replicate the decreased adiposity and increased leanness observed in human volunteers. Finally, expression levels of *FNIP2* in both human samples and mice negatively associate with leanness parameters, and moreover, are the most important contributor in a multifactorial model of body mass index prediction.

**Conclusions:**

We propose that rs2291007 influences human leanness through an evolutionarily conserved modulation of *FNIP2* mRNA levels.

**Graphical Abstract:**

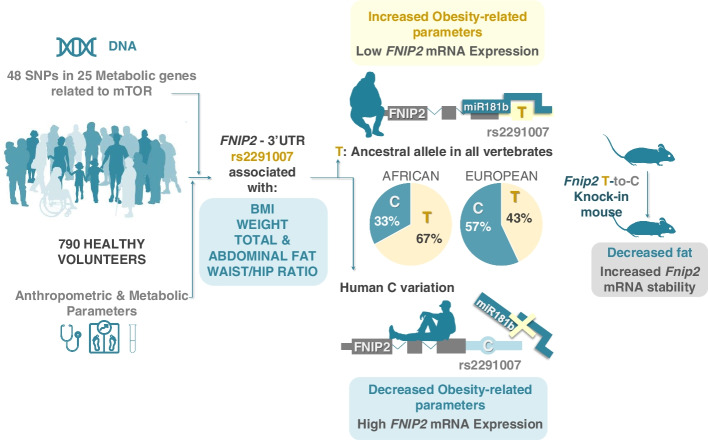

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-022-02798-5.

## Background

Overweight and obesity are caused by an excessive and anomalous accumulation of adipose tissue and constitute a risk to health [1]. According to the World Health Organization (WHO), obesity is one of the most alarming health problems globally, excluding the sub-Saharan Africa and Asia. A body mass index (BMI, defined as the following ratio: weight (kg)/height (m)^2^) between 25 and 30 kg/m^2^ is considered overweight in adults, while a BMI exceeding 30kg/m^2^ is defined as obese state. Moreover, an elevated BMI strongly associates with several metabolic abnormalities, including insulin resistance and metabolic syndrome, themselves prominent risk factors for type 2 diabetes (T2D), cardiovascular diseases (CVDs) [2], and cancer [3, 4]. In addition, obesity and impaired metabolic health recently emerged as key risk factors for COVID-19 [5] and immune system dysfunction [6].

Both genetic and environmental factors contribute to the development of overweight and obesity. Lifestyle habits such as excessive caloric intake and insufficient physical activity are critical drivers of overweight and obesity [7]. In addition, genome-wide associations studies (GWAS), among other genetic approaches to define molecular drivers of obesity, have established strong associations between genetic variants and elevated BMI, being the fat mass and obesity-associated gene (*FTO*), the first genetic determinant of human body mass [8, 9]. A *G*enetic *I*nvestigation of *AN*thropometric *T*raits consortium (GIANT) meta-analysis (including more than 339,000 participants) linked a total of 97 loci with BMI, 56 of which were novel. The 97 loci account for 2.7% of BMI variation, and genome-wide studies estimate that common variants account for more than 20% of BMI variation [10–12]. Thus, genetic influence on BMI is still largely unknown, and in addition, most known associations have not been functionally validated.

It is not surprising that both genetic and environmental factors that contribute to obesity modulate cell signaling pathways responsive to nutrients and metabolic hormones. Among these pathways, the mechanistic target of rapamycin complex 1 (mTORC1) signaling pathway concurrently senses energy, nutrients, and growth factors and couples their sufficiency to the execution of anabolic cell growth and division [13]. MTORC1 itself is composed of the mTOR kinase and essential adaptor proteins (Raptor and mLST8), and dozens of proteins within several multimeric complexes participate in convergent regulatory cues that directly and indirectly control activation and inhibition of mTORC1. Substantial experimental evidence supports that mTORC1 controls several cellular and organismal processes that influence BMI, including food intake, insulin signaling, energy storage and consumption, metabolic activity, synthesis and secretion of hormones, and inter-organ communication [13–15]. Thus, it is reasonable to postulate that genetic variants affecting components of the mTORC1 pathway may contribute to determine overweight, obesity, and the associated abnormal metabolism.

While several studies have found single-nucleotide polymorphisms (SNPs) within components of the mTORC1 pathway affecting cancer susceptibility [16–18], mirror approaches establishing an association with increased BMI are awaited: to our knowledge, no genetic or epigenetic studies have linked SNPs in components of the mTOR pathway with overweight and obesity. The identification of such variants could pave the way toward tailored, precision therapeutic approaches targeting the mTORC1 pathway to combat the pathological states associated to elevated BMI.

Here, we measured BMI and multiple anthropometric and clinical features related to obesity in a cohort of 790 healthy volunteers and analyzed potential associations with 48 manually curated SNPs in metabolic genes with known functional associations to the mTORC1 pathway. We found an association between multiple metabolic parameters related to obesity and a human-specific SNP within an evolutionarily conserved region of the 3′UTR of the folliculin-interacting protein 2 (*FNIP2*) that affects mRNA stability. Such associations were replicated in a novel knock-in mouse strain genetically tailored to express the human-specific single-nucleotide variant. Moreover, in addition to the genetic association, the levels of *FNIP2* mRNA inversely correlate with anthropometric and clinical features of obesity. Thus, we propose that both rs2291007 and *FNIP2* blood mRNA levels are linked to obesity.

## Results

### *FNIP2* polymorphism rs2291007 is associated with metabolic and obesity-related phenotypes

We selected a total of 38 genes encoding proteins with metabolic functions linked to the mTOR pathway (Additional file 1: Fig. S1). We then manually curated potentially functional SNPs to perform a customized genotyping chip, according to the following criteria: SNPs located in coding regions, regulatory SNPs of 5′UTR or 3′UTR sites or SNPs in splicing sites. In addition, a threshold of 15% was established in European minor allele frequency (MAF).

We selected a total of 56 SNPs in 25 genes and genotyped them in a cohort of 790 healthy individuals. Their genomic positions are summarized in Additional file 2: Table S2. Evidence of departure from Hardy-Weinberg equilibrium (HWE) was observed for eight SNPs. They were excluded from the analysis, although none of them remained statistically significant after a conservative Bonferroni correction for multiple testing.

Representation of −log10 *p*-values for additive model for each metabolic characteristic among the 790 Spanish volunteers are detailed in Fig. 1A and Additional file 1: Fig. S2. With a relatively permissive *p*-value threshold of 0.05, 33 SNPs in 17 genes were associated with 19 of 21 metabolic characteristics analyzed in our population, suggesting the relevance of genetic variations within selected genes in metabolic function and phenotype. Detailed information on rs number, genes, beta, 95% CI, and *p*-values for each metabolic association are summarized in Additional file 2: Table S3. Four SNPs located in three genes (two in *FNIP2* and one in each of *FLCN* and *RPTOR*) were associated with metabolic phenotypes (*FNIP2* with muscle and fat mass, visceral fatness, weight, BMI, and waist circumference; *FLCN* with hip circumference and *RPTOR* with systolic arterial pressure). Among these SNPs, the two located in *FNIP2* gene maintained statistical significance after applying the Bonferroni correction for multiple comparisons (Fig. 1A). Both were associated with fat mass (rs17286116, *beta*=1.31, 95% CI (0.55–2.07), Bonferroni-corrected *p-value*= 0.04 and rs2291007, *beta*=1.33, 95% CI (0.59–2.07), Bonferroni-corrected *p-value*= 0.03). rs2291007 was also associated with muscle mass (*beta*= −0.64, 95% CI (−0.99 to −0.29), Bonferroni-corrected *p-*value=0.02) (Fig. 1A).

**Fig. 1:**
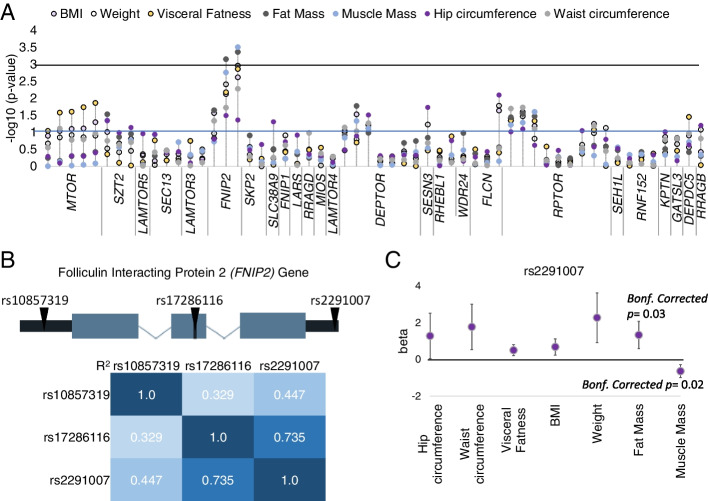
Genetic associations. **A** Representation of −log10 *p*-values for phenotypic associations with metabolic characteristics in 790 volunteers. Each point represents one SNP within a gene. Associations of the SNPs with body mass index (BMI), weight, visceral fatness, fat and muscle mass, and hip and waist circumference were modeled through linear regression on the SNP adjusted by sex and age. The −log10 *p*-values following an additive model for the SNPs (effect in the homozygote minor allele is twice as much as that of the heterozygote) were represented. **B** Gene location and linkage disequilibrium (LD) among rs10857319, rs17286116, and rs2291007. LD was calculated using LDLink (https://ldlink.nci.nih.gov/). **C** rs2291007 associations with several metabolic characteristics. Associations were modeled through linear regression on the rs2291007 adjusted by sex and age following an additive model. Ninety-five percent confidence intervals were used in beta estimates. Bonferroni (Bonf.) method was applied for multiple test correction of the *p*-values

We further analyzed the three SNPs detected in *FNIP2* genomic region (rs10857319, rs17286116, and rs2291007), located in 5′UTR, intronic, and 3′UTR regions, respectively (Fig. 1B and Additional file 2: Table S2). rs17286116 and rs2291007 share linkage disequilibrium, with a *R*^2^ value of 0.735 (Fig. 1B), explaining the overlapping associations detected. rs2291007, located in *FNIP2* 3′UTR region, had the highest *beta* and lowest *p*-values. Moreover, conditional analysis identified rs2291007 as the strongest independent signal for this locus, because adding the rs2291007 SNP to the analysis resulted in the other two SNPs (rs10857319 and rs17286116) losing statistical significance in predictive models for fat mass adjusted by sex and age. In addition to the associations with fat and muscle mass, the minor allele T of rs2291007 positively associated with several metabolic phenotypes, including weight and visceral fatness (*beta*= 2.27, 95% CI (0.91–3.62); *p*-value=0.001, Bonferroni-corrected *p-*value= 0.06 and *beta*= 0.5, 95% CI (0.2–0.81); *p*-value=0.001, Bonferroni-corrected *p-*value= 0.08 respectively). We also detected various association trends of rs2291007 with BMI, waist circumference, and hip circumference (*beta*= 0.68, 95% CI (0.24–1.12); *p*-value=0.002, *beta*= 1.77, 95% CI (0.53–3); *p*-value=0.005 and *beta*= 1.28, 95% CI (0.04–2.51); *p*-value=0.04 respectively) (Fig. 1C, Additional file 2: Table S3). No statistically significant correlations of rs2291007 with lipid or glucose profile and heart or nutritional parameters were found (Additional file 1: Fig. S2 and Additional file 2: Table S3).

In summary, our genetic study on 48 loci revealed that minor allele T of rs2291007 in *FNIP2* gene is linked to metabolic and obesity-related phenotypes, being associated with elevated fat mass, visceral fatness, weight, BMI, and waist and hip circumferences, and with decreased muscle mass in healthy individuals of European origin.

### miR-181b-5p selectively binds the 3′UTR of the *FNIP2* T allele

SNP rs2291007 is a C/T variation in the 3′UTR of *FNIP2* and chromosome 4 open reading frame 45—*C4orf45*—gene, on chromosome 4. This genomic region is evolutionary conserved across vertebrates, as illustrated in Fig. 2A. The T allele in rs2291007 is ancestral and the common allele in the African population (Fig. 2B). In the European population, and in our study of healthy individuals with European origin, T is the minor allele of rs2291007 (Fig. 2B).

**Fig. 2:**
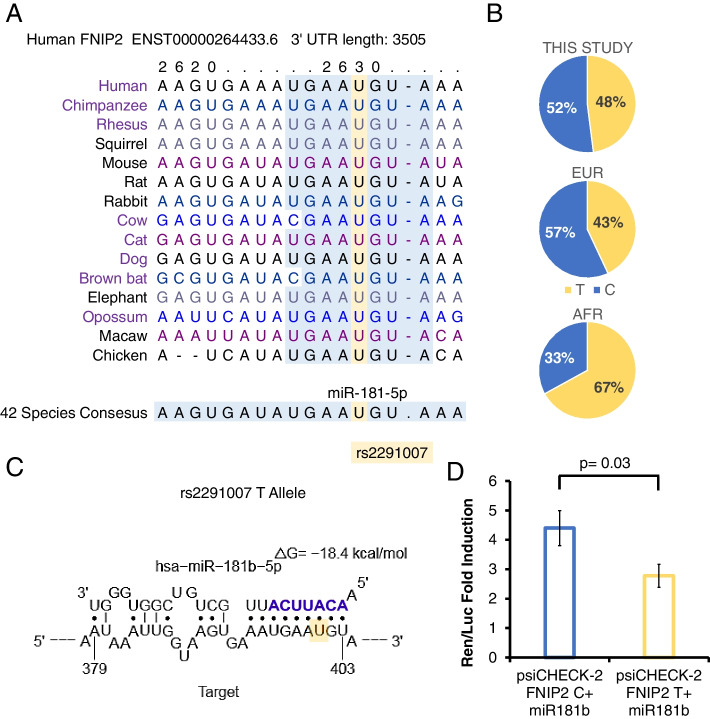
Binding of miR-181b-5p to the 3′UTR of the FNIP2 T allele. **A** TargetScanHuman predictions (http://www.targetscan.org/vert_72/) for rs2291007 genomic region. **B** rs2291007 frequencies across European (EUR) and African (AFR) populations (https://www.ensembl.org/). **C** Sfold (https://sfold.wadsworth.org/cgi-bin/index.pl) prediction for binding of miR-181b-5p to the rs2291007 region. **D** Dual-luciferase assays on psiCHECK vectors, for the binding of miR-181b-5p to rs2291007 region in presence of C or T alleles. Sequences for *FNIP2* 3′UTR with rs2291007 C or T alleles were cloned into psiCheck2 by ATUM. The relative luciferase activity (Renilla luminescence/firefly luminescence) was determined after transfection using the Dual-Luciferase Reporter assay system representing the translational repression of *FNIP2* upon binding to their 3′UTR of miR-181b-5p. Unpaired Student’s *t* test was used

According to TargetScanHuman predictions (http://www.targetscan.org/vert_72/) [19], the sequence encompassing the SNP is a putative target region for miR-181b-5p binding (Fig. 2A). We in silico tested putative binding of miR-181b-5p to the rs2291007 region using Sfold (https://sfold.wadsworth.org/cgi-bin/index.pl) [20] (Fig. 2C). According to structural predictions, miR-181b-5p binds exclusively the T allele with two possible secondary conformations (Fig. 2C), and no sites for such binding are predicted for the C allele abundant in Europeans. Hence, only the T ancestral allele is potentially subjected to binding to, and thus, to regulation by, miR-181b-5p.

To validate the interaction of this miRNA with rs2291007 region, we performed dual-luciferase assays (Fig. 2D). In agreement with structural predictions, miR-181b-5p downregulated the activity of a reporter construction carrying the T, but not the C, allele. This result strongly suggests that miR-181b-5p selectively controls the expression of the T allele of *FNIP2* rs2291007 through binding to the 3′UTR.

### Levels of *FNIP2* mRNA associate with metabolic and obesity-related phenotypes

Following on the observation that miR-181b-5p binds to the sequence containing the T allele of rs2291007, we sought evidence for a potential functional interaction between miR-181b-5p and rs2291007 to modulate the expression of *FNIP2*. First, we analyzed *FNIP2* mRNA levels in a panel of 965 Catalogue of Somatic Mutations in Cancer (COSMIC) cell lines [21] and found that rs2291007 minor homozygous cell lines (TT) (22.2%) displayed statistically significant decreased expression of *FNIP2*, as compared to cells carrying at least one copy of the C allele (77.8%) (Fig. 3A), consistently with the predicted loss of negative regulation by miR-181b-5p in the C allele.

**Fig. 3:**
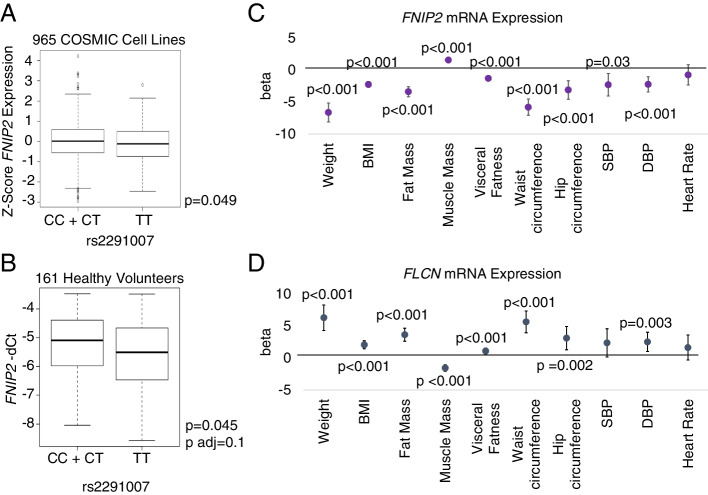
Transcriptomic consequences of rs2291007. **A** Box plot of the association between gene expression level for *FNIP2* and genotype for rs2291007. The box plot shows how the *FNIP2* expression values are distributed for each genotype from recessive model of inheritance in COSMIC cell lines. Common/major Homozygous plus Heterozygous alleles (C/C + C/T); Variant/minor Homozygous allele (T/T). Differences between gene expression in two groups were tested through Student’s *t* test. **B** Box plot of the association between gene expression level for *FNIP2* and genotype for rs2291007 in 161 healthy volunteers. The 2^−ΔΔCt^ method was applied to calculate the relative gene expression. Differences between gene expression in two groups were tested through Student’s *t* test and through linear models with adjustment variables. **C** Associations of *FNIP2* expression and phenotypic characteristics related to metabolism and obesity in 161 healthy volunteers. Differences between gene expression in two groups were tested through linear models with adjustment variables. All tests were bilateral. Ninety-five percent confidence intervals were used in beta estimates. Bonferroni method was applied for multiple-test correction of all *p*-values. **D** Associations of *FLCN* expression and phenotypic characteristics related to metabolism and obesity in 161 healthy volunteers. Differences between gene expression in two groups were tested through linear models with adjustment variables. All tests were bilateral. Ninety-five percent confidence intervals were used in beta estimates. Bonferroni method was applied for multiple-test correction of all *p*-values

Next, we aimed to confirm decreased *FNIP2* expression in carriers of the rs2291007 T allele by analyzing peripheral blood mononuclear cells (PBMC) of 161 healthy volunteers. Indeed, we found that homozygous TT individuals (25.46%) also showed lower *FNIP2* expression (*p-*value= 0.045) than individuals carrying at least one C allele (74.54%). When adjusted to sex and age, the associated *p*-value increased (*p-*value= 0.1) (Fig. 3B). We also analyzed the expression of *FNIP2* and *miR-181b-5p* in a subset of 89 healthy volunteers, and analysis of co-expression of *FNIP2* and *miR-181b-5p* showed an inverse correlation trend exclusively in carriers of T allele (*r*^2^=0.577, *p-*value=0.18 and *r*^2^=−0.777, *p*-value=0.35), while no trend was observed in carriers homozygous for the C allele (*r*^2^=0.004, *p*-value=0.99) (Additional file 1: Fig. S3A). These results support the existence of a functional relationship between miR-181b-5p and *FNIP2* expression by the selective binding to the T allele in rs2299007. We next analyzed the association between the expression of *FNIP2* and clinical parameters of healthy volunteers. Interestingly, and consistently with our expectations, the expression levels of *FNIP2* strongly associated with decreased weight, BMI, fat mass, visceral fatness, waist, and hip circumferences, systolic (SBP) and diastolic (DBP) blood pressure, blood levels of triglycerides and glycated hemoglobin, and low basal metabolism, and with increased muscle mass, all with high statistically significant *p*-values (Fig. 3C and Additional file 2: Table S4). These results support *FNIP2* expression in blood as a powerful marker of metabolic alterations.

Because FNIP2 is part of a heterotrimeric complex, we also analyzed expression of the other members, *FNIP1* and *FLCN*. *FNIP2* gene expression significantly correlated with both *FNIP1* and *FLCN* (Additional file 1: Fig. S3B) and we observed associations between the levels of *FLCN* expression and increased weight, BMI, fat mass, visceral fatness, waist and hip circumferences, DBP, and blood levels of glucose, leptin, and triglycerides; and decreased muscle mass (Fig. 3D and Additional file 2: Table S4). In contrast, we did not detect any relationship between the expression of *FNIP1* or *miR-181b* and phenotypic characteristics related to overweight or obesity (Additional file 2: Table S4).

### A knock-in mouse model for rs2291007

The ancestral T allelic variant is evolutionary conserved in mammals (Fig. 2A) and present in the 3′UTR region of mouse *Fnip2* together with the surrounding seed region for miRNA-181b-5p (Fig. 4A). Thus, we decided to genetically engineer the C allelic variant in the mouse genome and to assess its functional impact on mouse weight and fat content. We used CRISPR/Cas9 genome engineering [22] in mouse zygotes to knock-in the T-to-C change. For technical reasons, we substituted one additional nucleotide in +6 position to disrupt the PAM sequence (a G-to-C change) so as to prevent recognition by CRISPR/Cas9 and unwanted sequence retargeting (Fig. 4A). Importantly, this additional change does not alter the seed region nor the predicted binding of miR-181b-5p (Additional file 1: Fig. S4A). Blastocytes of pure C57BL/6 background have raised to founder targeted chimeras, and *Fnip2*^T/T^, *Fnip2*^T/C^, and *Fnip2*^C/C^ mice were obtained at the expected Mendelian ratios from heterozygous breeders (Additional file 1: Fig. S4B). Macroscopically, *Fnip2*^C/C^ and *Fnip2*^T/C^ knock-in mice were indistinguishable from those expressing the ancestral T allele in homozygosity.

**Fig. 4:**
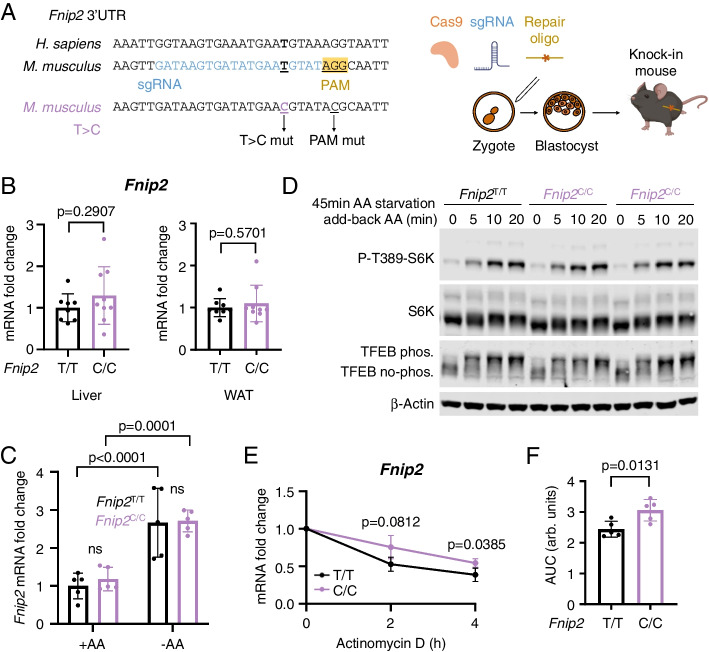
A *Fnip2*^C^ Knock-in mouse to model *FNIP2* rs2291007. **A** Experimental strategy to generate a knock-in mouse model mimicking *FNIP2* rs2291007C using CRISPR Cas9 gene-editing tool in blastocysts. **B** RT-qPCR from liver and gonadal white adipose tissue (WAT) obtained from *Fnip2*^T/T^ (*n*=8) and *Fnip2*^C/C^ (*n*=9) mice ad libitum fed. *Fnip2* mRNA levels are normalized to β-actin levels and relativized to the levels in *Fnip2*^T/T^. Statistical significance was calculated by using unpaired two-tailed *t*-test. **C ***Fnip2* mRNA levels were measured by RT-qPCR in mouse embryonic fibroblasts (MEFs) derived from *Fnip2*^T/T^ (*n*=5) and *Fnip2*^C/C^ (*n*=5) mice in complete Roswell Park Memorial Institute medium (RPMI; supplemented with dialyzed serum) or RPMI without amino acids for 2 h. *Fnip2* mRNA levels are normalized to β-actin levels and relativized to the levels in *Fnip2*^T/T^ +AA. **D** MEFs derived from *Fnip2*^T/T^ and *Fnip2*^C/C^ mice were deprived of all amino acids (AA) in RPMI supplemented with dialyzed serum for 45 min and re-stimulated with AA for 5, 10, and 20 min. Whole-cell protein lysates were immunoblotted for the indicated proteins. **E** MEFs derived from *Fnip2*^T/T^ (*n*=5) and *Fnip2*^C/C^ (*n*=5) mice were treated with 5μg/mL Actinomycin D for 2 and 4h. *Fnip2* mRNA levels were measured by RT-qPCR, normalized to β-actin levels, and then made relative to *Fnip2* levels in untreated samples. Statistical significance was calculated using 2-way ANOVA with Sidak’s multiple comparison correction. **F** The area under the curve (AUC) was calculated from **E** and statistical significance was calculated by using unpaired two-tailed *t*-test

There are no commercially available antibodies against mouse Fnip2 to assess a potential difference in Fnip2 protein levels in *Fnip2*^T/T^ versus *Fnip2*^C/C^ cells and organs, so we first measured the levels of *Fnip2* mRNA in liver and gonadal WAT samples from ad libitum fed and 16-h-fasted mice. In contrast to the positive association between the C allele and steady-state levels of *FNIP2* mRNA observed in human cancer cell lines and in PBMC from healthy volunteers (Fig. 3), we found no association in mouse tissues (Fig. 4B and Additional file 1: Fig. S4C). We next obtained *Fnip2*^T/T^ and *Fnip2*^C/C^ mouse embryonic fibroblasts (MEFs) and quantified the levels of *Fnip2* mRNA in complete culture medium and in medium without amino acids to modulate the expression of *Fnip2*. Although we observed the expected increase in *Fnip2* mRNA levels upon amino acid deprivation, there was no difference between the levels of *Fnip2* mRNA in *Fnip2*^T/T^ and *Fnip2*^C/C^ MEFs (Fig. 4C). Consistently, the regulation of the mTORC1 pathway upon amino acid deprivation and stimulation, revealed by the phosphorylation of S6K1 in threonine 389, and by the upshift in the band corresponding to total levels of the transcription factor EB (TFEB) band caused by mTORC1-dependent phosphorylation, were indistinguishable between *Fnip2*^T/T^ and *Fnip2*^C/C^ MEFs (Fig. 4D). The absence of evidence for an increase in the mRNA levels in mouse cells expressing the C allele in homozygosity in the assayed conditions does not rule out that, under specific perturbations, such difference may exist; but to exclude the possibility that similar mRNA levels of *Fnip2* may be a consequence of lack of expression of the miR-181b-5p, we measured its levels in cells cultured with and without amino acids for 2 h. miR181b-5p was detected at similar levels in *Fnip2*^T/T^ and *Fnip2*^C/C^ MEFs in both culture conditions (Additional file 1: Fig. S4E). Alternatively, if miR181b-5p is present, a prediction is that the C variant should be more stable than the T variant, regardless of other compensatory mechanisms that may obscure such difference under steady-state synthesis of *Fnip2* mRNA. Thus, we halted new synthesis of all mRNA with Actinomycin D, inhibitor of RNA polymerase II activity, and measured the relative decay of *Fnip2* mRNA levels in *Fnip2*^T/T^ and *Fnip2*^C/C^ MEFs. Consistently with impaired binding of the *Fnip2*^C^ variant to miR-81b-5p, the decay of *Fnip2* mRNA levels was significantly slower in *Fnip2*^C/C^ cells, in comparison to that of *Fnip2* mRNA in *Fnip2*^T/T^ cells (Fig. 4E, F), indicating an increased stability of *Fnip2* mRNA in presence of rs2291007 C allele upon an abrupt interruption of new mRNA synthesis. In summary, the T-to-C substitution in mouse *Fnip2* does not have obvious effects on mTORC1 activity in the conditions assayed, neither does it lead to a detectable increase in *Fnip2* mRNA in steady state, but results in an increased stability of the *Fnip2* mRNA, a result that supports a disrupted binding of miR-181b-5p to the *Fnip2*^C^ variant.

As mentioned, *Fnip2*^C/C^ mice were viable, macroscopically indistinguishable, and fertile. While no differences in body weight were seen between adult *Fnip2*^T/T^ and *Fnip2*^C/C^ mice (Fig. 5A), we observed a negative correlation between mRNA levels of *Fnip2* and mouse body weight (Fig. 5B), in sharp consistency with the association found in human samples (Fig. 3C). Such negative association with body weight was exclusive for *Fnip2*, as we saw no statistically significant association between the mRNA levels of the other two components of the Folliculin complex, *Fnip1* and *Flcn*, and body weight (Additional file 1: Fig. S5A). Nevertheless, a positive association on the mRNA levels of the three components of the complex (*Fnip2*, *Fnip1*, and *Flcn*) was observed (Additional file 1: Fig. S5B). Strikingly, in agreement with the association found in healthy volunteers (Fig. 1A, C), a significant decrease in the fat content was recapitulated in 5–6-week-old *Fnip2*^C/C^ male mice, and in female *Fnip2*^C/C^ mice analyzed at 5–6 and 11–15 weeks of age (Fig. 5C, D), and a similar trend was detected in 1-year-old females (Additional file 1: Fig. S5C). This difference does not seem to occur by a selective decrease on specific WAT depots, but from a general reduction in both visceral and subcutaneous depots (Additional file 1: Fig. S5D). To further investigate the consequences of the expression of the *Fnip2*^C^ variant in mice, we performed a transcriptomic analysis of two metabolically relevant organs, liver, and visceral WAT, from *Fnip2*^T/T^ and *Fnip2*^C/C^ mice. 

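RNA from livers and visceral WAT of female mice fed ad libitum was sequenced with a kit that reads from the 3′ end of poly(A) transcripts (QuantSeq 3′ mRNA-Seq FWD) on an Illumina NextSeq, from 250 ng of RNA per liver and 500 ng per WAT sample. The livers came from 5 *Fnip2* C/C and 5 *Fnip2* T/T mice, and the WAT came from 4 *Fnip2* C/C and 5 *Fnip2* T/T mice. Both tissues were available from 6 of these mice. The authors deposited 1 table of normalized counts per tissue, in which the 4 sequencing runs of each mouse were already combined into 1 value per gene. Every value of a library was a whole multiple of 1 step, so that 100% of the values gave back whole reads, with a deviation of at most 5.5e-10, after division by that step. The recovered reads per WAT library ranged from 4180209 to 4629269 (median 4370982) in *Fnip2* C/C mice and from 4336514 to 6277644 (median 4724912) in *Fnip2* T/T mice. In liver, the corresponding ranges were 6768458 to 7248863 (median 7227766) and 5583041 to 7523200 (median 6805981). These totals cover the genes in the tables and no unassigned reads. The deposited normalized counts were put on a log2 scale after adding 1, genes with a mean of at least 10 within a tissue were kept, and each tissue was fitted with limma (trend and robust options) with Benjamini-Hochberg adjustment. Fold changes are given as *Fnip2* C/C minus *Fnip2* T/T on the log2 scale. The paper's text names no aligner, test or threshold for these data. *Fnip2* itself (ENSMUSG00000061175.11 in the GENCODE annotation) was sparsely covered in WAT, with 21, 33, 20 and 12 reads in the *Fnip2* C/C libraries and 41, 27, 13, 43 and 32 reads in the *Fnip2* T/T libraries. In liver, it had 149, 147, 191, 132 and 187 reads in *Fnip2* C/C mice and 142, 120, 101, 90 and 53 reads in *Fnip2* T/T mice. The tables count reads per gene and do not read the edited base, so these values do not check the genotype labels. The normalized count of *Fnip2* in WAT was 22.8 ± 6.99 (SD, n = 4) in *Fnip2* C/C mice and 28.3 ± 10.5 (SD, n = 5) in *Fnip2* T/T mice, a log2 fold change of -0.27 (standard error 0.35, limma adjusted p = 0.58; exact permutation p = 0.452, two-sided). In liver, it was 155 ± 29.2 (SD, n = 5) and 104 ± 33.2 (SD, n = 5), a log2 fold change of 0.63 (standard error 0.23) with an adjusted p of 1.00 from limma over all genes. An exact two-sided permutation test of *Fnip2* alone in liver gave p = 0.0159 over 252 groupings. Among the alternatives, leaving out the *Fnip2* T/T mouse 659 moved the liver value most, to 0.39, and leaving out the *Fnip2* C/C mouse 638 moved the WAT value most toward 0, to -0.06. The difference between the tissues in the effect of the genotype on *Fnip2* did not pass the threshold (limma adjusted p = 0.102). *Fnip1* had a log2 fold change of 0.01 in WAT (standard error 0.24), whose sign changed under several alternatives, and of 0.22 in liver (standard error 0.14). *Flcn* had a log2 fold change of -0.66 in WAT (standard error 0.33, limma adjusted p = 0.138) and of 0.13 in liver (standard error 0.18).

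**Figure D1:**
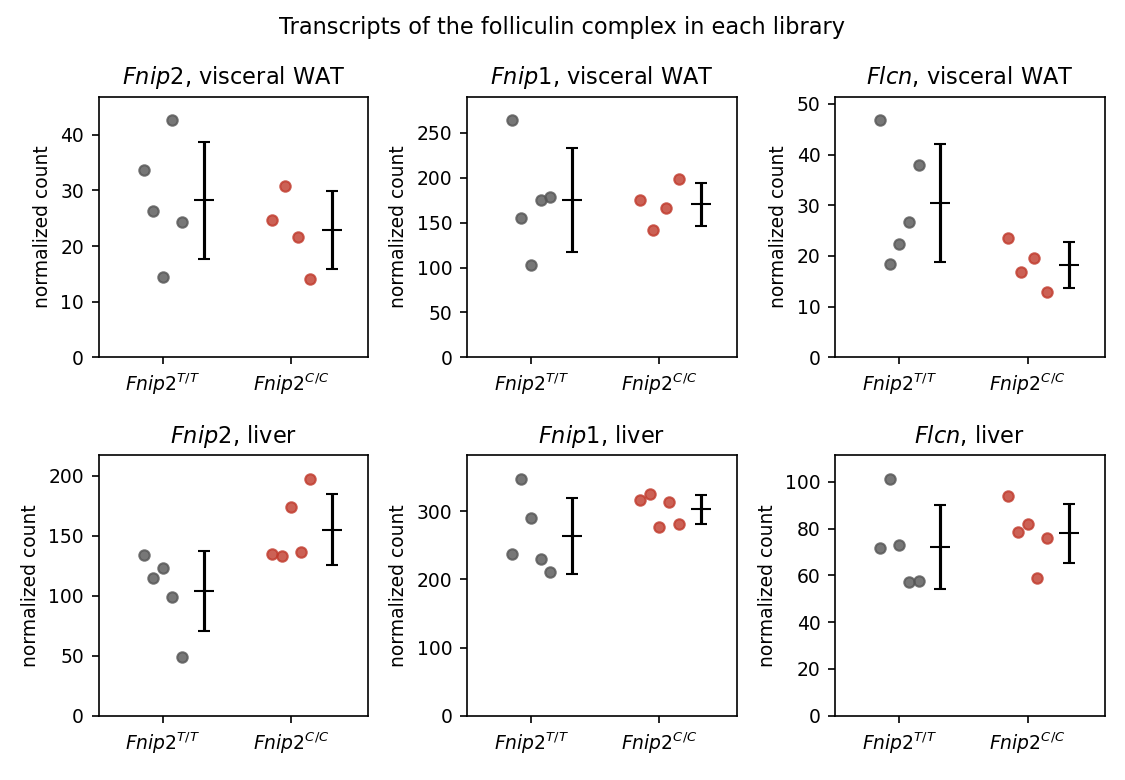
Normalized counts of *Fnip2*, *Fnip1* and *Flcn* (vertical axis, from 0) in WAT (4 *Fnip2* C/C and 5 *Fnip2* T/T libraries) and liver (5 and 5), with 1 point per library and bars for the mean ± SD. *Fnip2* lies between 14.1 and 42.6 in WAT and between 49.2 and 197 in liver, and the genotypes overlap in both tissues.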

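In WAT, 4111 of the 12798 genes tested (32.1%) were differentially expressed between *Fnip2* C/C and *Fnip2* T/T mice at a limma adjusted p under 0.05, with 1930 genes higher and 2181 lower in *Fnip2* C/C. At an unadjusted p under 0.05 there were 5613 genes, and 5345 passed an adjusted p under 0.1. On the recovered reads, edgeR's quasi-likelihood test called 4153 genes, of which 3921 were also called by limma, and DESeq2 called 4722, of which 4083 were shared. Across the other filters, scalings and library weights at this threshold, the lowest count was 3196 with a minimum mean of 50 and the highest was 4802 with library weights, and DESeq2 on every gene with a read, a setting chosen after the values were seen, called 4817. Leaving out each mouse in turn gave between 3010 genes (without the *Fnip2* T/T mouse 657) and 4273 genes (without the *Fnip2* C/C mouse 590). In liver, none of the 11710 genes tested passed the threshold in limma, against 231 genes (1.97%) at an unadjusted p under 0.05. edgeR called 0 genes (269 unadjusted) and DESeq2 called 0 genes (225 unadjusted). No alternative gave a differentially expressed gene in liver. In data simulated from these libraries with 200 genes changed, limma called 69.5% of genes changed 2-fold and 98% of genes changed 4-fold in the liver design. In the WAT design, the corresponding shares were 6.5% and 83%. With only 200 changed genes, the adjusted threshold is stricter than in the real WAT data, where 4111 genes passed. These shares therefore do not give the power of the real WAT test. Of its 4111 calls, 2286 were changed more than 2-fold and the others less. The SD of the log2 fold changes over all genes tested was 0.875 in WAT and 0.222 in liver. The difference itself was tested as an interaction of genotype and tissue over the 10404 genes kept in both tissues, and 3033 genes had a genotype effect that differed between WAT and liver (limma adjusted p under 0.05), 2803 of which were also called in WAT alone. From the difference between both counts of genes, the paper concludes that the variant has a larger effect in adipose tissue than in liver.

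**Figure D2:**
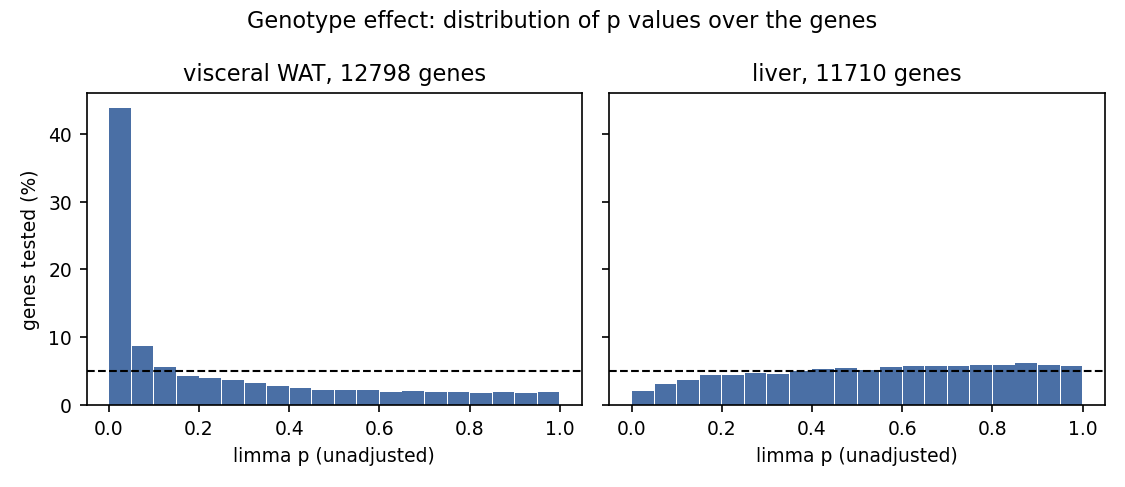
Share of the genes tested (vertical axis, percent) in each of 20 bins of the unadjusted limma p-value (horizontal axis) in WAT and liver, with a dashed line at the 5% that each bin holds when p-values are uniform. The bin with the lowest p-values holds 43.9% of the genes in WAT and 1.97% in liver.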

Strikingly, while only 9 genes were differentially expressed in livers, 4795 genes were differentially expressed in WAT from *Fnip2*^C/C^ versus *Fnip2*^T/T^ mice, indicating a comparably larger effect of the expression of the SNP in *Fnip2* in adipose tissue, as compared to liver. We next conducted Gene Set Enrichment Analyses (GSEA) in samples from *Fnip2*^C/C^ versus *Fnip2*^T/T^ livers and WAT. 

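The signatures in Fig. 5E and F and Fig. S5E and S5F were examined with 8 lists of genes written for them from general knowledge. mTORC1 signaling was given as 2 lists, of which 1 covers sterol and fatty acid synthesis and 1 covers glycolysis, ATF4 targets and protein quality control. The lists share names, but not necessarily members, with the signatures of the paper, whose text does not name the collection they came from. Each list was tested with limma's camera (preset correlation of 0.01 between genes, two-sided, Benjamini-Hochberg adjustment over the 8 lists of a tissue), and normalized enrichment scores were computed with fgsea on the moderated t statistics, with negative scores for enrichment in *Fnip2* T/T. All 8 scores were negative in WAT, and 3 lists passed camera's threshold, all lower in *Fnip2* C/C. In liver, 7 of the 8 scores were positive, and 4 lists passed the threshold, all higher in *Fnip2* C/C. With fry, which estimates the correlation between genes from the residuals, 3 lists passed in WAT and 0 in liver, and with camera's estimated correlation 0 lists passed in either tissue. Of the 365 members of the lists tested in WAT, 140 were differentially expressed over all genes tested and 151 when adjusted over these members alone. Of the 410 members tested in liver, these counts from limma were 0 and 0, and 1 gene, *Chac1*, passed when adjusted over its own list alone, with 8 members at an unadjusted p under 0.05. With Reactome sets in place of the lists, camera found 0 of 634 sets past the threshold in WAT, where fry found 95, and 0 of 620 in liver, where fry found 0.

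**Figure D3:**
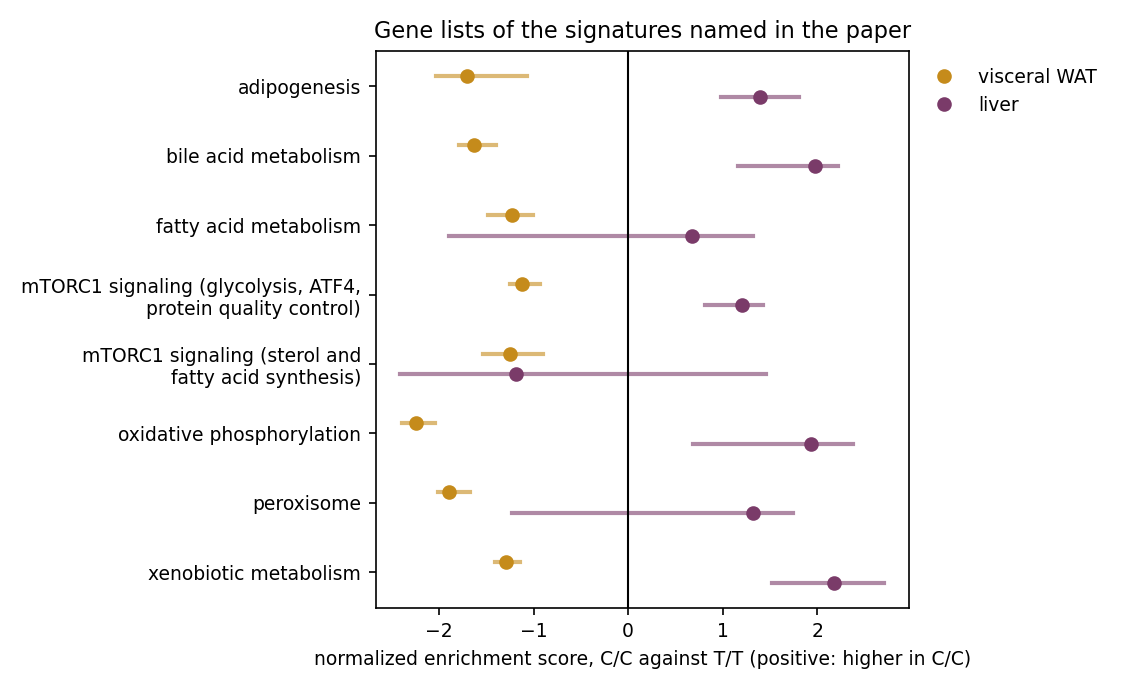
Normalized enrichment score (horizontal axis, no unit) of each of the 8 lists in WAT and liver, with a line for the range obtained by leaving out each mouse in turn and negative values for enrichment in *Fnip2* T/T. In WAT the ranges of all lists stay below 0, and in liver those of the fatty acid metabolism, peroxisome and sterol synthesis lists cross 0.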

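For adipogenesis, the 64 list genes tested in WAT had a median log2 fold change of -0.50, with 15 genes called lower and 3 called higher in *Fnip2* C/C (camera adjusted p = 0.0224, normalized enrichment score -1.70). The call was lost without the *Fnip2* C/C mouse 593 (adjusted p = 0.296), in whose WAT library ovary genes were far above those of every other WAT library, and with fry (0.178). In liver, the 53 genes tested had a median log2 fold change of 0.13 in the other direction, higher in *Fnip2* C/C (camera adjusted p = 0.0302, score 1.39). This liver call was lost in 6 of the 10 fits that left out 1 mouse, without mice 592 (0.0537), 639 (0.721), 608 (0.249), 657 (0.0533), 658 (0.0961) or 659 (0.125). It was also lost with quantile normalization (0.112) and with a term for even against odd numbers of the RNA labels, a term chosen after the values were seen (0.152). For fatty acid metabolism, the 53 genes tested in WAT had a median log2 fold change of -0.13, with 12 called lower and 8 called higher, and the list did not pass the threshold (camera adjusted p = 0.292, score -1.23). In liver, the median over 57 genes was 0.02 (camera adjusted p = 0.702, score 0.678). Without the *Fnip2* T/T mouse 659, the liver list was lower in *Fnip2* C/C and past the threshold (camera adjusted p = 0.0137, score -1.896), and the direction also changed without mouse 591 (0.856) or 638 (0.965), with quantile normalization (0.758) and with the term for the label numbers (0.666). For mTORC1 signaling, the sterol and fatty acid synthesis list had a median log2 fold change of -0.41 over 35 genes in WAT (camera adjusted p = 0.119, score -1.24), and the glycolysis, ATF4 and protein quality control list had a median of -0.12 over 61 genes (0.292, score -1.13). The first of these passed the threshold in WAT without the *Fnip2* T/T mouse 607 (0.0386). In liver, neither list passed (camera adjusted p = 0.31 and 0.321). The sterol list was lower in *Fnip2* C/C livers with a score of -1.19, and past the threshold without mice 592 (0.00741), 639 (0.0388) or 657 (5.01e-05), whereas it was higher without mice 638 (0.513) or 607 (0.0694). The glycolysis list was higher in *Fnip2* C/C livers with a score of 1.21, and lower without mouse 639 (0.989).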

Strikingly, among the top 5 signatures identified in both liver and WAT analyses, “adipogenesis,” “fatty acid metabolism,” and “mTORC1 signaling” were enriched samples from of *Fnip2*^T/T^ mice (Fig. 5E, F; Additional file 1: Fig. S5E and S5F), consistently with the increased fat content observed in *Fnip2*^T/T^ mice.

**Fig. 5:**
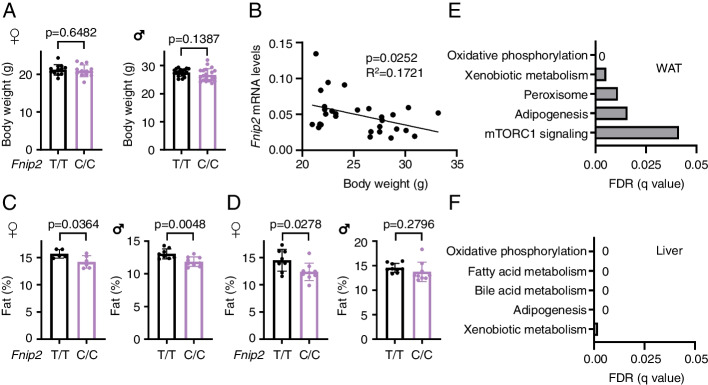
Impact of the engineered T-to-C substitution on mouse adiposity. **A** Body weight of 11–15-week-old *Fnip2*^T/T^ (*n*=12) and *Fnip2*^C/C^ (*n*=13) females and 10–13-week-old *Fnip2*^T/T^ (*n*=19) and *Fnip2*^C/C^ (*n*=21) males. **B** Correlation between *Fnip2* mRNA levels in livers from *Fnip2*^T/T^ (*n*=14) and *Fnip2*^C/C^ (*n*=15) mice and their body weight. **C** Fat content was obtained by measuring body composition in 5–6-week-old *Fnip2*^T/T^ (*n*=5) and *Fnip2*^C/C^ (*n*=6) females and *Fnip2*^T/T^ (*n*=8) and *Fnip2*^C/C^ (*n*=9) males. **D** Fat content was obtained by measuring body composition in 11–15-week-old *Fnip2*^T/T^ (*n*=8) and *Fnip2*^C/C^ (*n*=9) females and 10–13-week-old *Fnip2*^T/T^ (*n*=9) and *Fnip2*^C/C^ (*n*=9) males. In all cases, statistical significance was calculated using an unpaired two-tailed *t*-test

Thus, altogether, the mouse genetic data strongly support that the 3′UTR of *FNIP2* is an evolutionary conserved genetic determinant of lean-fat mass ratio.

### Multifactorial genetic model for overweight and obesity risk

Overweight and obesity are complex conditions modulated by several causes, so we designed a multifactorial model to predict BMI taking into consideration the relevance of genetic susceptibility of the FLCN-FNIP complex investigated herein. We derived a linear regression model that included the rs2291007 SNP (in additive form), three gene expression variables (*FNIP2*, *FNIP1*, and *FLCN*), plus sex and age. Importantly, the inclusion of a FNIP2*rs2291007 interaction was significant and increased the optimism-corrected *R*^2^, so it was accepted in the final model. Figure 6A shows the estimated parameters of this model, and Fig. 6B displays the result of the bootstrap validation. We found that increased *FNIP2* expression associates with a decreased BMI (*beta*=−3.08, 95% CI (−3.92, −2.25), *p-*value= 2.12×10^−15^). Conversely, the beta parameter for the FNIP2*rs2291007 interaction is positive (*beta*=0.636, 95% CI (0.35, 1.52), *p-*value= 0.03), which means that the inclusion of a T variant results in a significantly less negative slope, and thus to a less dramatic decrease of BMI with higher *FNIP2* expression values. The inclusion of miR181-5p expression did not result in an improved model nor did the interactions between gender and rs2291007 (gender*rs2291007) or between gender and *FNIP2* gene expression (gender*FNIP2), neither the use of a codominant or dominant assumption for the SNP.

**Fig. 6:**
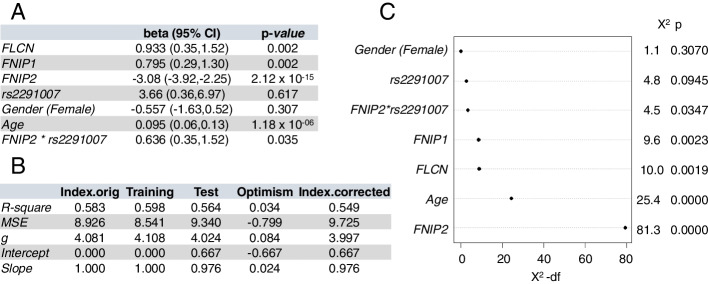
Multifactorial genetic model for overweight and obesity risk. **A** Multifactorial model to predict body mass index (BMI). Estimated parameters and 95% CI, plus *p*-values of variables in the multifactorial model. The linear regression model included the rs2291007 SNP (in additive form), three gene expression variables (*FNIP2*, *FNIP1*, and *FLCN*), plus sex, age, and the interaction between *FNIP2* gene expression and rs2291007. **B** Bootstrap validation of the multifactorial model. Multifactorial model was validated through bootstrap validation, using 2000 bootstrap samples, which correction by optimism (MSE, Mean Square Error). **C** Variable importance plot for the multifactorial model, using *χ*^2^ – df (degrees of freedom) as metrics for the importance of each variable

The variable importance plot for the multifactorial model of BMI prediction (Fig. 6C) establishes that the most important variable is the *FNIP2* expression, followed by age, *FLCN*, *FNIP1*, and the FNIP2*rs2291007 interaction. Collectively, these results provide evidence that rs2291007-*FNIP2*-Folliculin complex could modulate overweight and obesity.

## Discussion

Obesity and overweight are prevalent in developed countries and predispose to several comorbidities and diseases, such as most types of cancer. Recently, the impact that obesity has on the immune system has acquired a novel dimension of importance for the quality of life of the global population [5] because of the positive association between weight and adverse effects of SARS-CoV2 infection. Obesity is preventable, but causes and consequences must be deeply understood to design efficient preventive measures and tools [23]. Many parallel efforts have been undertaken to understand the genetic bases of this disease, including several GWAS studies that have opened a window of knowledge with the early identification of the *FTO* gene as the first genetic determinant of human body weight [8, 9]. While additional studies have further contributed to pinpointing genetic bases for the predisposition to obesity, this knowledge can explain so far approximately 20% of genetic predisposition. We restricted a genetic window of analysis to components of a metabolically relevant pathway, the mTOR pathway (Additional file 1: Fig. S1), due to its involvement in the sensing of energy, nutrients, and stress, as well as growth factors, and its deregulation in the obesity state [24].

In this work, our analysis of common genetic variations in this selected set of genes in almost 800 individuals of European origin revealed an association of rs2291007 in *FNIP2* with BMI and phenotypic characteristics of the obese state (Fig. 1A). The polymorphism rs2291007 is located in the 3′UTR of the *FNIP2* locus, and it has not been previously associated in the literature with overweight or obesity. Other variations in the *FNIP2* gene have been associated in GWAS studies with several conditions (depression, intelligence; schizophrenia, smoking initiation; coffee consumption measurement) but none related to BMI or metabolic alterations (https://www.ebi.ac.uk/gwas/genes/FNIP2). Notably, germ-line mutations in other members of the folliculin complex, *FLCN* gene, are associated with Birt-Hogg-Dube syndrome, which is characterized by fibrofolliculomas, renal tumors, lung cysts, and pneumothorax [25]. For first time, this study describes that the minor allele T of rs2291007 in the *FNIP2* gene is associated with metabolic and obesity-related phenotypes (elevated fat mass, visceral fatness, weight, BMI, and waist and hip circumferences) and with decreased muscle mass in healthy European individuals (Fig. 1A,B).

The aforementioned SNP is located within a conserved microRNA binding sequence. Typically, microRNAs posttranscriptionally regulate mRNA expression by binding to the 3′UTR of target mRNAs [26]. Because miRNA binding sites are constrained by secondary stabilizing interactions with the target mRNAs, SNPs located in 3′UTR sequences can result in differential miRNA binding, as they may either abolish or create a microRNA target, thus affecting mRNA levels [27]. We have shown, in cultured cells, that miR-181b-5p binds to the rs2291007 region and abolishes the expression of *FNIP2* through binding selectively to the T allele (Fig. 2). Consistently, T carriers of rs2291007 showed diminished *FNIP2* expression in peripheral blood, and importantly, its expression strongly associates with decreased obesity-related metabolic parameters (Fig. 3).

The conservation of the 3′UTR sequence of the *FNIP2* SNP across mammals allowed us to interrogate the functional effect of this T-to-C human-specific nucleotide change in mice by knocking-in the rs2291007 C variant in the mouse genome. The lack of commercial antibodies for mouse Fnip2 protein precluded its quantification, but mRNA levels of *Fnip2*^C^ and *Fnip2*^T^ could be ascertained. While differences between the two variants were not detected in steady-state conditions, increased levels of the *Fnip2*^C^ mRNA were seen upon acute inhibition of RNA pol II activity with Actinomycin D, consistently with the prediction. 

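The genes of the pathway itself were examined by genotype in the same libraries. *Mtor* had normalized counts of 177 ± 41.3 (SD, n = 4) in *Fnip2* C/C and 233 ± 53.5 (SD, n = 5) in *Fnip2* T/T WAT, a log2 fold change of -0.38 (standard error 0.23, limma adjusted p = 0.211). *Rptor*, *Tfeb* and *Rps6kb1* had log2 fold changes of 0.06, 0.26 and -0.18 in WAT (limma adjusted p = 0.798, 0.391 and 0.445), and the sign for *Rptor* changed without mouse 590 and when libraries were scaled to the same total. In liver, *Mtor*, *Rptor*, *Tfeb* and *Rps6kb1* had log2 fold changes of 0.07, -0.30, 0.08 and 0.06, each with a limma adjusted p of 1.00, and the signs for *Mtor* (without mice 592 or 658) and *Tfeb* (without mouse 639) changed. Of the mTORC1 list members tested in WAT, 12 were called lower and 7 higher in *Fnip2* C/C in the list for glycolysis, ATF4 targets and protein quality control, and 6 lower and 2 higher in the sterol and fatty acid synthesis list. The members with the lowest p in the former list were *Tpi1*, *Slc3a2* and *Ctsc*, all lower in *Fnip2* C/C. *Tpi1* had normalized counts of 140.5 ± 16.4 (SD, n = 4) in *Fnip2* C/C and 342 ± 63.2 (SD, n = 5) in *Fnip2* T/T, a log2 fold change of -1.26 (standard error 0.18, limma adjusted p = 0.000824). *Slc3a2* and *Ctsc* had log2 fold changes of -2.24 and -1.14. In the latter list, *Fdft1* and *Acss2* had log2 fold changes of -1.73 and -1.82 (limma adjusted p = 0.00239 and 0.0124). In liver, *Chac1*, a target of ATF4, was higher in *Fnip2* C/C by 1.64 on the log2 scale (standard error 0.39, unadjusted limma p = 0.000589 and adjusted p = 1.00). Its log2 fold change lay between 0.93 and 2.01 over the alternatives. The list members with the next lowest p in liver moved apart, with log2 fold changes of 0.65 for *Trib3* and -0.28 for *Ldha*.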

Future work may uncover the physiological setting in which mRNA stability yields a difference in Fnip2 protein levels, and thus, on the control of mTORC1 activity, which is seen affected in GSEA of samples from *Fnip2*^C/C^ and *Fnip2*^T/T^ mice (Fig. 5E, Additional file 1: S5E) but not acutely in cells derived from them (Fig. 4D). Alternatively, *Fnip2* levels may be more strikingly affecting other functions reported to be controlled by *FNIPs* [28], or other, still unknown metabolic roles.

Regardless of the timing and molecular cues that provide a functional explanation for the differences seen in carriers of the *FNIP2* T versus C SNP in healthy volunteers, there is a remarkable correlation between the observations in human and mouse: *Fnip2*^C/C^ mice show the same decrease in fat content as that observed in volunteers, a difference that is more prominent in female mice at all ages. 

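The WAT counts of the genotypes did not overlap for 3336 genes (26.1% of those tested, where chance gives 1.59%), and 3014 of these were differentially expressed. The change was larger than 2-fold for 2286 of the differentially expressed genes. In liver, 29 genes (0.248%) did not overlap, where chance gives 0.794%. Among the WAT genes past the threshold whose libraries did not overlap, the largest rises in *Fnip2* C/C were those of *Gm15773*, *Gm6159*, *Snord89*, *Gm23639* and *Lgals7*, with log2 fold changes of 3.20, 3.09, 3.05, 2.97 and 2.96. *Gm15773* and *Gm6159* are processed pseudogenes, whose reads cannot be told from those of their parent genes by these tables, and *Snord89* and *Gm23639* are snoRNA genes. *Lgals7* had normalized counts of 144 ± 91.4 (SD, n = 4) in *Fnip2* C/C and 18.2 ± 11.4 (SD, n = 5) in *Fnip2* T/T (standard error of the log2 fold change 0.52, limma adjusted p = 0.00196). The largest falls were those of *Gm14539*, *G0s2*, *Tpra1*, *Gnb2* and *Gm16418*, with log2 fold changes of -4.50, -4.29, -4.07, -4.01 and -3.92, and the first and last of these are processed pseudogenes. *G0s2* had normalized counts of 8.40 ± 3.78 (SD, n = 4) in *Fnip2* C/C and 284 ± 273 (SD, n = 5) in *Fnip2* T/T (standard error 0.82, limma adjusted p = 0.00375). *Tpra1* and *Gnb2* had mean normalized counts of 0.565 and 2.24 in *Fnip2* C/C, so that the size of their fold changes depends on the 1 added before the log2. With 10 added, their log2 fold changes were -1.77 and -2.21, and those of *Gm15773*, *Gm6159* and *Gm14539* were 1.75, 1.41 and -3.00, so that the order of these genes also depends on it.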

RNA sequencing analyses revealed that the transcriptome of the WAT is largely affected by the presence of the *Fnip2* variant, with more than 4000 genes significantly different, in contrast to less than a dozen genes differentially expressed in liver samples. Moreover, samples from both livers and WAT from *Fnip2*^T/T^ mice show a dramatic and consistent enrichment in adipogenesis and fatty acid metabolism-related gene sets (Fig. 5E, F; Additional file 1: Fig. S5E and S5F), consistently with the association between the expression of the *FNIP2* T allele and increased adiposity found in both species. In addition, the same negative correlation between the levels of human *FNIP2* mRNA and body weight is seen when analyzing *Fnip2* mRNA levels and mouse weight. This whole recapitulation is more remarkable when considering that rs2291007 has linkage disequilibrium with additional variants in the genomic region of *FNIP2*, which are not modeled in these novel knock-in mice, thus suggesting that the T-to-C change is the main modulator of human leanness within the *FNIP2* locus.

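The adipogenesis and fatty acid metabolism genes with the lowest p were taken in each tissue separately, and each is given here for that tissue only. In WAT, *Pnpla2*, a triglyceride lipase, had normalized counts of 1777 ± 829 (SD, n = 4) in *Fnip2* C/C and 5772 ± 872 (SD, n = 5) in *Fnip2* T/T, a log2 fold change of -1.82 (standard error 0.30, limma adjusted p = 0.00137). *Cav1* had a log2 fold change of -1.36 (standard error 0.27, limma adjusted p = 0.00315). From the fatty acid list, *Mcee*, *Slc25a20* and *Pdhb* had log2 fold changes of -2.12, -1.79 and -1.63 (limma adjusted p = 0.000636, 0.00102 and 0.00209). For each of these 5 genes every *Fnip2* C/C library lay below every *Fnip2* T/T library. In liver, *Pck1* had normalized counts of 3491 ± 1409 (SD, n = 5) in *Fnip2* C/C and 1906 ± 750 (SD, n = 5) in *Fnip2* T/T, a log2 fold change of 0.87 (standard error 0.35, limma adjusted p = 1.00), and *Pfkfb3* had a log2 fold change of 0.61 (standard error 0.24). *G0s2*, an inhibitor of the lipase encoded by *Pnpla2*, had a log2 fold change of -0.91 (standard error 0.45). From the fatty acid list, *Slc22a5* and *Nudt7* had log2 fold changes of 0.72 and 0.37, and *Ehhadh* had -0.40. The adjusted p of each of these liver genes was 1.00 in limma. As a test of the difference between the tissues, the effect of the genotype on the adipogenesis list was lower in WAT than in liver by a mean of -0.52 on the log2 scale, and on the fatty acid list by -0.17, and neither passed the threshold (camera adjusted p = 0.211 and 0.6).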

The identification of relevant biomarkers linked to obesity and its comorbidities is an unsolved challenge [29]. PBMCs can serve as a source of molecular biomarkers for diverse metabolic alterations: PBMCs are easily sampled and mirror changes in the expression of metabolic genes in internal organs, thus providing accessible information on changes in the early obese state [30]. Thus, based on our results, we designed a multifactorial model to predict BMI in a healthy population. We propose a peripheral blood biomarker for BMI composed of *FNIP2*, *FLCN*, and *FNIP1* expression, plus age of the patient and the effect of rs2291007 (Fig. 6). Although our findings were highly consistent and bootstrap validation was implemented, further studies in an independent cohort should be performed in order to validate the multifactorial model for BMI prediction. Prediction of overweight and obesity can be of paramount importance for early therapeutic interventions focused on obesity-related comorbidities.

Collectively, our work supports a critical role for *FNIP2* in the control of human leanness.

## Conclusions

- We found an association of rs2291007 minor allele T in the *FNIP2* gene with metabolic and obesity-related phenotypes and with decreased muscle mass in healthy European individuals.
- T carriers of rs2291007 have decreased expression of *FNIP2* in peripheral blood, and importantly, *FNIP2* mRNA levels strongly associate with decreased obesity-related metabolic parameters.
- *Fnip2*^C/C^ knock-in mice replicate the decreased adiposity and increased leanness observed in human volunteers.
- Primary cells derived from *Fnip2*^C/C^ mice show increased mRNA stability.
- We propose a peripheral blood biomarker for BMI composed of *FNIP2* expression, age of the patient, and the effect of rs2291007 on *FNIP2* expression.
- Together, our works revealed a crucial role of *FNIP2* in the control of human leanness.

## Methods

### Subjects and sample structure

Genotyping was carried out on 790 volunteers belonging to the Platform for Clinical Trials in Nutrition and Health (GENYAL Platform) of IMDEA-Food Institute. Among them, RNA from 161 volunteers was used for gene expression analysis and microRNA studies were performed in 89 individuals. Volunteers, aged between 18 and 72 years, were recruited during the period 2012–2018 and did not suffer from any serious diseases. All contributors signed the consent participation form. These studies were approved by the IMDEA Food Research Ethics Committee and methodologies conformed to the standards set by the Declaration of Helsinki.

Relevant phenotypic information is summarized in Additional file 2: Table S1 [31–40]. Anthropometric magnitudes were measured under standardized methods. Height (cm) was assessed to the nearest 0.1 cm using a stadiometer (Leicester Biológica Tecnología Médica SL, Barcelona, Spain). Weight (kg), fat mass (%), and muscle mass (%) were estimated using bioelectrical impedance analysis (Body Composition Monitor BF511-OMRON HEALTHCARE, LT, Kyoto, Japan). Body mass index (BMI) was calculated using these estimates and as defined by the Quetelet Index (weight (kg)/height (m)^2^). The World Health Organization’s criteria (WHO) was employed to catalog the volunteers as normal weight when BMI < 25 kg/m^2^ and as overweight when BMI ≥ 25 kg/m^2^. Waist and hip circumference were measured with a flexible Dry 201 metal tape, with measuring range 0–150 cm and 1 mm of precision (Quirumed, Valencia, Spain). Blood sample extractions, biochemical determinations (lipid and glycemic profiles), and nutritional assessments (dietary and physical activity parameters) were collected following an overnight fasting as previously described [41–44].

### SNP genotyping

Genetic information was obtained from NCBI-dbSNP (https://www.ncbi.nlm.nih.gov/snp/), Ensembl (http://www.ensembl.org/index.html), and GWAS catalog (https://www.ebi.ac.uk/gwas/). Fifty-six SNPs in 25 genes of the mTOR pathway (Additional file 1: Fig. S1 and Additional file 2: Table S2) were selected.

Genomic DNA from peripheral blood was extracted using the QIAamp DNA Blood Mini Kit (Qiagen Sciences, Inc, Germantown, MD, USA). Genotyping was performed with QuantStudio 12 K Flex Real-Time PCR System (Life Technologies Inc., Carlsbad, CA, USA) using TaqMan OpenArray plates following the manufacturer’s instructions and results were analyzed using TaqMan Genotyper software.

### MicroRNA experiments

Two in silico tools were used for predicting miR181 structure and binding to rs2291007 region: TargetScanHuman (http://www.targetscan.org/vert_72/) for prediction of microRNA targets [19], and Sfold (https://sfold.wadsworth.org/cgi-bin/index.pl) for statistical folding of nucleic acids and studies of regulatory RNAs [20].

Sequences for *FNIP2* 3′UTR with rs2291007 C or T alleles were cloned into psiCheck2 by ATUM (Newark, California). HEK-293T cells were transfected using Lipofectamine 2000 (Life Technologies, Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s recommendations. Each reaction contained 100 ng of either psiCheck2-3′UTR-*FNIP2*-rs2291007-C or psiCheck2-3′UTR-*FNIP2*-rs2291007-T and 30 nM of miR181b mimic miRNA (mirVana® miRNA mimic, Thermo Fisher Scientific, Waltham, MA, USA) [45]. Relative luciferase activity (Renilla luminescence/firefly luminescence) was determined after transfection using the Dual-Luciferase Reporter assay system (Promega, Madison, WI, USA) as surrogate for the translational repression of *FNIP2* upon binding to their 3′UTR of miR181b.

### mRNA expression analysis

For human peripheral blood samples, we used TRIzol method or RNeasy Mini Kit (Qiagen, Germantown, MD, USA) following the manufacturer’s conditions to obtain total RNA. Reverse transcription was performed with the High-Capacity cDNA Reverse Transcription kit (Thermo Fisher, Madrid, Spain), following the manufacturer’s instructions. RT-PCR reactions were performed as previously described [46] using QuantStudio 12 K Flex Real-Time PCR System (Life Technologies Inc., Carlsbad, CA, USA), with specific Taqman probes: *FNIP2* (Hs01574322_m1), *FLCN* (Hs00376065_m1), *FNIP1* (Hs00382846_m1), *GAPDH* (Hs02786624_g1). The 2^−ΔΔCt^ method was applied to calculate the relative gene expression. COSMIC Cell Lines Project (https://cancer.sanger.ac.uk/cell_lines) was used to download genotypes and gene expression values for *FNIP2* in 965 cell lines.

For mouse tissues and primary cells, RNA was extracted using TRIzol together with RNeasy Mini Kit (Qiagen, 74106) or Direct-zol RNA Miniprep (Zymo Research, R2051). Reverse transcription was performed using SuperScript IV VILO Master Mix (Invitrogen, 11756500). Quantitative real-time PCR was run in triplicates using GoTaq qPCR Master Mix (Promega, A6001) in a QuantStudio 6 Flex Real-Time PCR System thermocycler (Applied Biosystems). The 2^−ΔΔCt^ method was applied to calculate the relative gene expression, using *β-actin* as reference gene.

### microRNA expression analysis

Total RNA obtained from human peripheral blood samples and from mouse primary cells was retrotranscribed using TaqMan microRNA reverse transcription kit (Applied Biosystems, 4366596). Real-time PCR was run in triplicates using TaqMan Fast Advanced Master Mix (Applied Biosystems, 4444557) with specific TaqMan probes: hsa-miR-181b (4427975, MI0018778), U6 snRNA (4427975, NR_004394), mmu-miR-181b-5p (4440886, MI0000723), and snoRNA202 (4427975, AF357327).

### Mouse genome engineering

To engineer *Fnip2* rs2299007 C allele in mice, C57BL/6 mouse blastocysts were injected with Cas9, a single-guide (sg) RNA targeting the sequence of interest and a repair single-stranded oligonucleotide containing the intended mutations flanked by 70 bp of homology arms adjacent to the double-strand break site. 

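The guide GATAAGTGATATGAATGTAT matches the mouse reference (GRCm38, GENCODE vM21) in the last exon of *Fnip2* (ENSMUSG00000061175.11), a gene on the minus strand of chromosome 3 from 79455974 to 79567796. The paper does not name a build, and these positions come from the match of the guide. The match covers the 20 nt from 79457279 to 79457298 in exon 18 of the protein coding transcript Fnip2-203 (7299 nt, 18 exons). The exon runs from 79455974 to 79459741 and holds the 3′UTR of 3689 nt, from 79455974 to 79459662. The reference sequence of the site with 40 nt on each side of the guide and its PAM, read along the transcript from 79457338 to 79457236, is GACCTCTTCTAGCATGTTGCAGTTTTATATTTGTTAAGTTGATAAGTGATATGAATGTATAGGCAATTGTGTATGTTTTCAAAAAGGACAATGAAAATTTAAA (103 nt, 28.2% G and C). Against this sequence, the repair template of 163 nt carries 2 substitutions, counted from 1 at the 5′ end of the guide. These are T16C, at 79457283, and G22C, at 79457277, which are 6 nt apart, and the latter turns the PAM from AGG into ACG. The edited allele therefore reads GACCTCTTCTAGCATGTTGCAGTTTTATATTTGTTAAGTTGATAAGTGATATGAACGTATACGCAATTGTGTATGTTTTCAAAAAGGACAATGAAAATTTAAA. The edited T lies 2380 nt after the stop codon of Fnip2-203 and 1309 nt before its end. Of the 6 annotated transcripts of the gene, the retained intron transcript Fnip2-205 also holds the site, and the other 4 do not. Among the latter is the protein coding Fnip2-201 (3775 nt), which ends at 79459294, before the site.

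**Figure D4:**
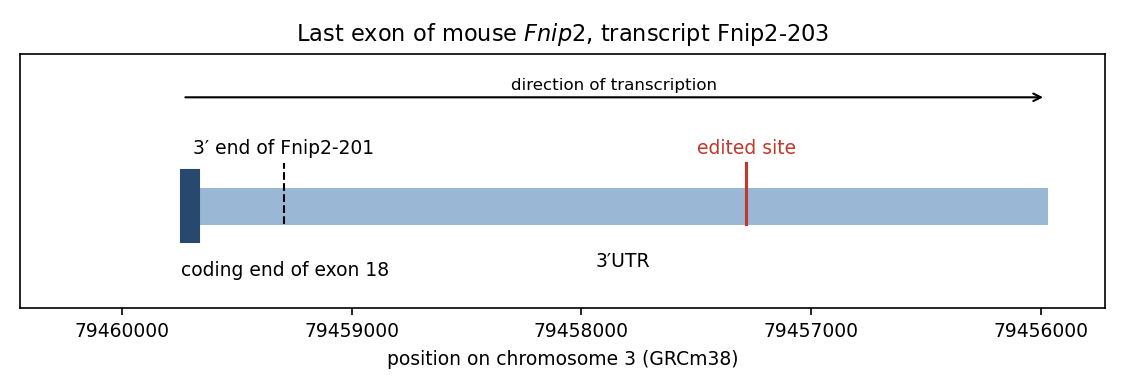
Last exon of *Fnip2* on chromosome 3 of GRCm38 (horizontal axis, position in nt, minus strand), with the end of the coding sequence, the 3′UTR, the edited site and the end of the shorter transcript Fnip2-201. The edited site at 79457283 lies inside the 3′UTR of Fnip2-203 and beyond the end of Fnip2-201 at 79459294.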

Genotyping was performed by specific amplification followed by restriction fragment length polymorphism (RFLP) and/or Sanger sequencing.

sgRNA: GATAAGTGATATGAATGTAT

Repair single-stranded oligonucleotide:

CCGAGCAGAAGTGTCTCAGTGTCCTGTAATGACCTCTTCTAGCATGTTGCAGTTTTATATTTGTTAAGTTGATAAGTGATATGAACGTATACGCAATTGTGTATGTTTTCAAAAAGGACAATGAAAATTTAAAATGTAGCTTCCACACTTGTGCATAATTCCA

### Mouse experimentation

All animal procedures carried out at the CNIO were performed according to protocols approved by the CNIO-ISCIII Ethics Committee for Research and Animal Welfare (CEIyBA), under protocol number PROEX 015/18. Mice were housed under specific pathogen-free (SPF) conditions, at 22 °C and with 12-h dark/light cycles. Mice were fed with a standard chow diet (Harlan Teklad 2018). For fasting experiments, mice were placed in clean cages without access to food from 4 pm to 8 am.

### Animal imaging

For densitometry analysis, body composition (body weight, fat mass and lean muscle mass) was measured using dual-energy X-ray absorptiometry (DEXA) PIXImus, Mouse Densitometer (GE Lunar co, Madison, WI, USA), software version 1.46. During the measurements, mice were anesthetized with isoflurane. Quality control was performed using a calibrated phantom before imaging.

### Mouse embryonic fibroblasts

MEFs were isolated from E13.5 embryos using a protocol consisting of a chemical digestion with trypsin followed by mechanical disaggregation. For amino acid starvation experiments, cells were rinsed 3 times and placed in RPMI medium without amino acids (US Biological, R8999-04A) supplemented with 10% dialyzed serum. Amino acid stimulation was performed adding a cocktail containing the 20 amino acids (with concentration as in RPMI) directly to cell culture plates.

### Immunoblotting

Cells were rinsed once with ice-cold PBS and lysed in ice-cold protein lysis buffer containing 50 mM HEPES (pH 7.4), 40 mM NaCl, 2 mM EDTA, 1.5 mM sodium orthovanadate, 50 mM NaF, 10 mM pyrophosphate, 10 mM glycerophosphate, and 1% Triton X-100 and one tablet of complete protease inhibitors (Roche) per 25 ml. Cell lysates were cleared by centrifugation at maximum speed for 10 min. Protein content was measured from extracts with BCA Protein Assay. Protein extracts were denatured by adding sample buffer and boiling for 5 min, resolved by SDS-PAGE and analyzed by immunoblotting. Western blot analyses were performed according to standard procedures. Results were visualized using Odyssey Infrared Imaging System LI-COR Biosciences. The following primary antibodies were used: P-T389-S6K (Cell Signaling Technology, 9234), S6K (Cell Signaling Technology, 2708), TFEB (Bethyl Laboratories, A303-673A), and β-actin (Sigma-Aldrich, A1978).

### mRNA stability measurements

For mRNA stability measurements MEFs were treated with 5 μg/mL Actinomycin D for 2 and 4 h to stop transcription. RNA was extracted using Direct-zol RNA Miniprep (Zymo Research, R2051).

### Statistical analysis in human studies

Descriptive analysis was implemented for different continuous and categorical variables. Associations between gene expression variables were analyzed through Pearson correlation coefficients and tested through the corresponding test. Differences between gene expression in two groups were tested through Student’s *t* test, or through linear models with adjustment variables. SNPs were categorized by genotype (homozygote minor allele, heterozygote, and homozygote major allele). Deviations from Hardy-Weinberg equilibrium of genotype frequencies at individual loci were assessed using standard *χ*^2^ tests. Linkage disequilibrium was quantified through the *r*^2^ and D’ statistics.

Associations of the SNPs with numerical variables were modeled through linear regression on the SNP adjusted by sex and age. Associations with binary variables were modeled through logistic regression adjusted by sex and age. An additive model for the SNPs (effect in the homozygote minor allele is twice as much as that of the heterozygote) was considered by default, as in general it gave better fits, although in some cases a recessive or dominant model was considered.

A final multifactorial model to predict BMI was validated through bootstrap, using 2000 bootstrap samples, which allowed to correct the performance statistics (*R*^2^, MSE or Mean Square Error) by optimism in order to assess its predictive power and possible overfit.

This final model was obtained by sequentially adding SNP and gene expression variables to a basal model with only sex and age as predictor variables. A new variable was accepted if it was statistically significant and in addition produced a new model with an increased optimism-corrected *R*^2^, in order to prevent overfit. In the final model, the relative importance for the different predictor variables was estimated from the χ^2^- df (degrees of freedom) of the corresponding variables.

All tests were bilateral, with a significance level of 0.05. Ninety-five percent confidence intervals (95% CI) were used in parameter estimates (betas and odds ratios). Bonferroni method was applied for multiple-test correction of the *p*-values. All statistical analyses were performed using the R statistical software, version 3.6.1 (www.r-project.org).

### Statistical analysis in mouse studies

Statistical analyses were carried out with Prism 8 (GraphPad). Experiments including a second variable (e.g., time or nutritional status) were analyzed using 2-way ANOVA with Sidak’s multiple comparison post-test. Where appropriate, the area under the curve (AUC) was calculated. Unpaired Student’s *t* test was used for single comparisons. Associations between gene expression levels and body weight were modeled using a simple linear regression.

## Supplementary Information

Additional file 1: Figure S1. Components of the nutrient-mTORC1 pathway. Cartoon with the regulatory network of genes within the mTORC1 pathway. Figure S2 (related to main Fig. 1). Genetic associations. Figure S3 (related to main Fig. 3). Transcriptomic consequences of rs2291007. Figure S4 (related to main Fig. 4). A *Fnip2*^C^ Knock-in mouse to model *FNIP2* rs2291007. Figure S5 (related to main Fig. 5). Impact of the engineered T-to-C substitution on mouse adiposity. Figure S6. Un-cropped Western blots.

Additional file 2: Table S1. Phenotypic characteristics of healthy volunteers (Full set and population subsets). Table S2. List of SNPs, genes, location, type, and minor allele frequencies genotyped in this study. Table S3. Detailed information of SNPs associations with metabolic characteristics. Table S4. Associations of FNIP2, FNIP1, FLCN and miR-181b expression with metabolic phenotypes.

Additional file 3. Review history.

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request and in Gene Expression Omnibus database (GSE200620 [47] and GSE215158 [48]). Data of *FNIP2* mRNA levels were directly downloaded and used from Catalogue of Somatic Mutations in Cancer (COSMIC) cell lines [21].

# Supplementary material for: Folliculin-interacting protein FNIP2 impacts on overweight and obesity through a polymorphism in a conserved 3′ untranslated region
**Source:** Genome Biol. 2022 Oct 31;23:230. doi: 10.1186/s13059-022-02798-5
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Components of the nutrient-mTORC1 pathway. Cartoon with the regulatory network of genes within the mTORC1 pathway. Figure S2 (related to main Fig. 1). Genetic associations. Figure S3 (related to main Fig. 3). Transcriptomic consequences of rs2291007. Figure S4 (related to main Fig. 4). A Fnip2C Knock-in mouse to model FNIP2 rs2291007. Figure S5 (related to main Fig. 5). Impact of the engineered T-to-C substitution on mouse adiposity. Figure S6. Un-cropped Western blots.

## Slide 1
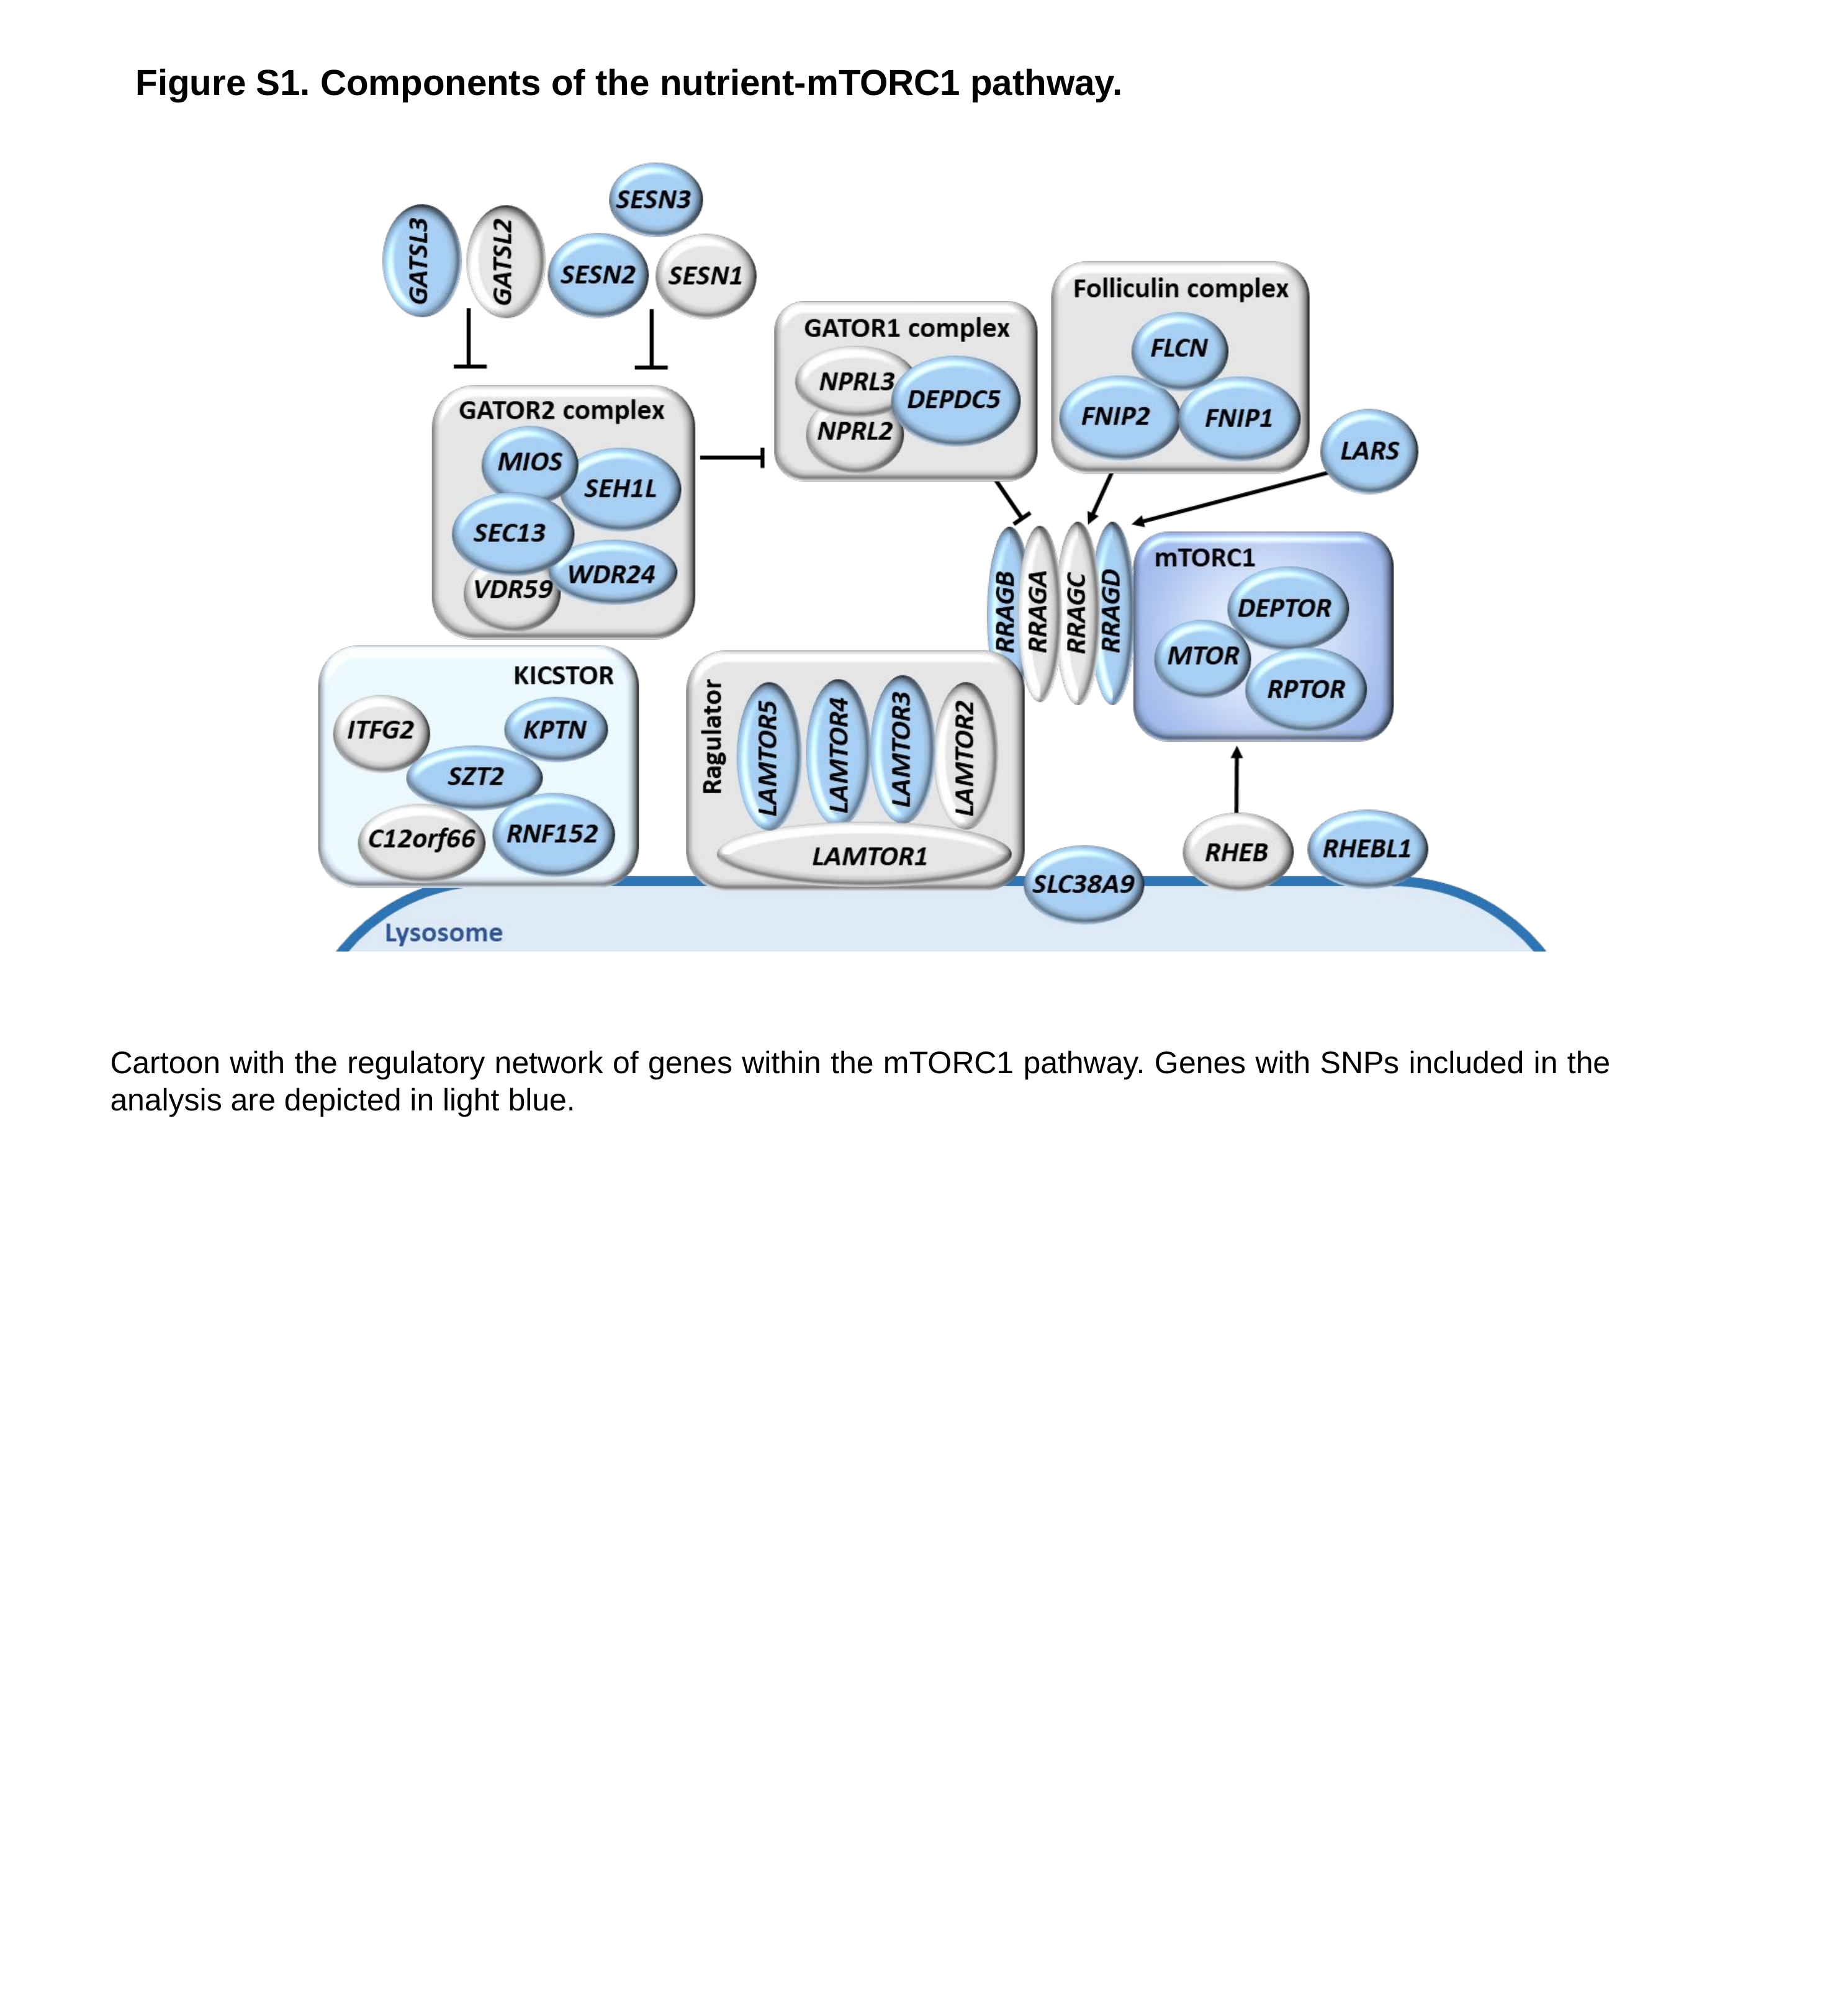

Figure S1. Components of the nutrient-mTORC1 pathway.
Cartoon with the regulatory network of genes within the mTORC1 pathway. Genes with SNPs included in the analysis are depicted in light blue.

## Slide 2
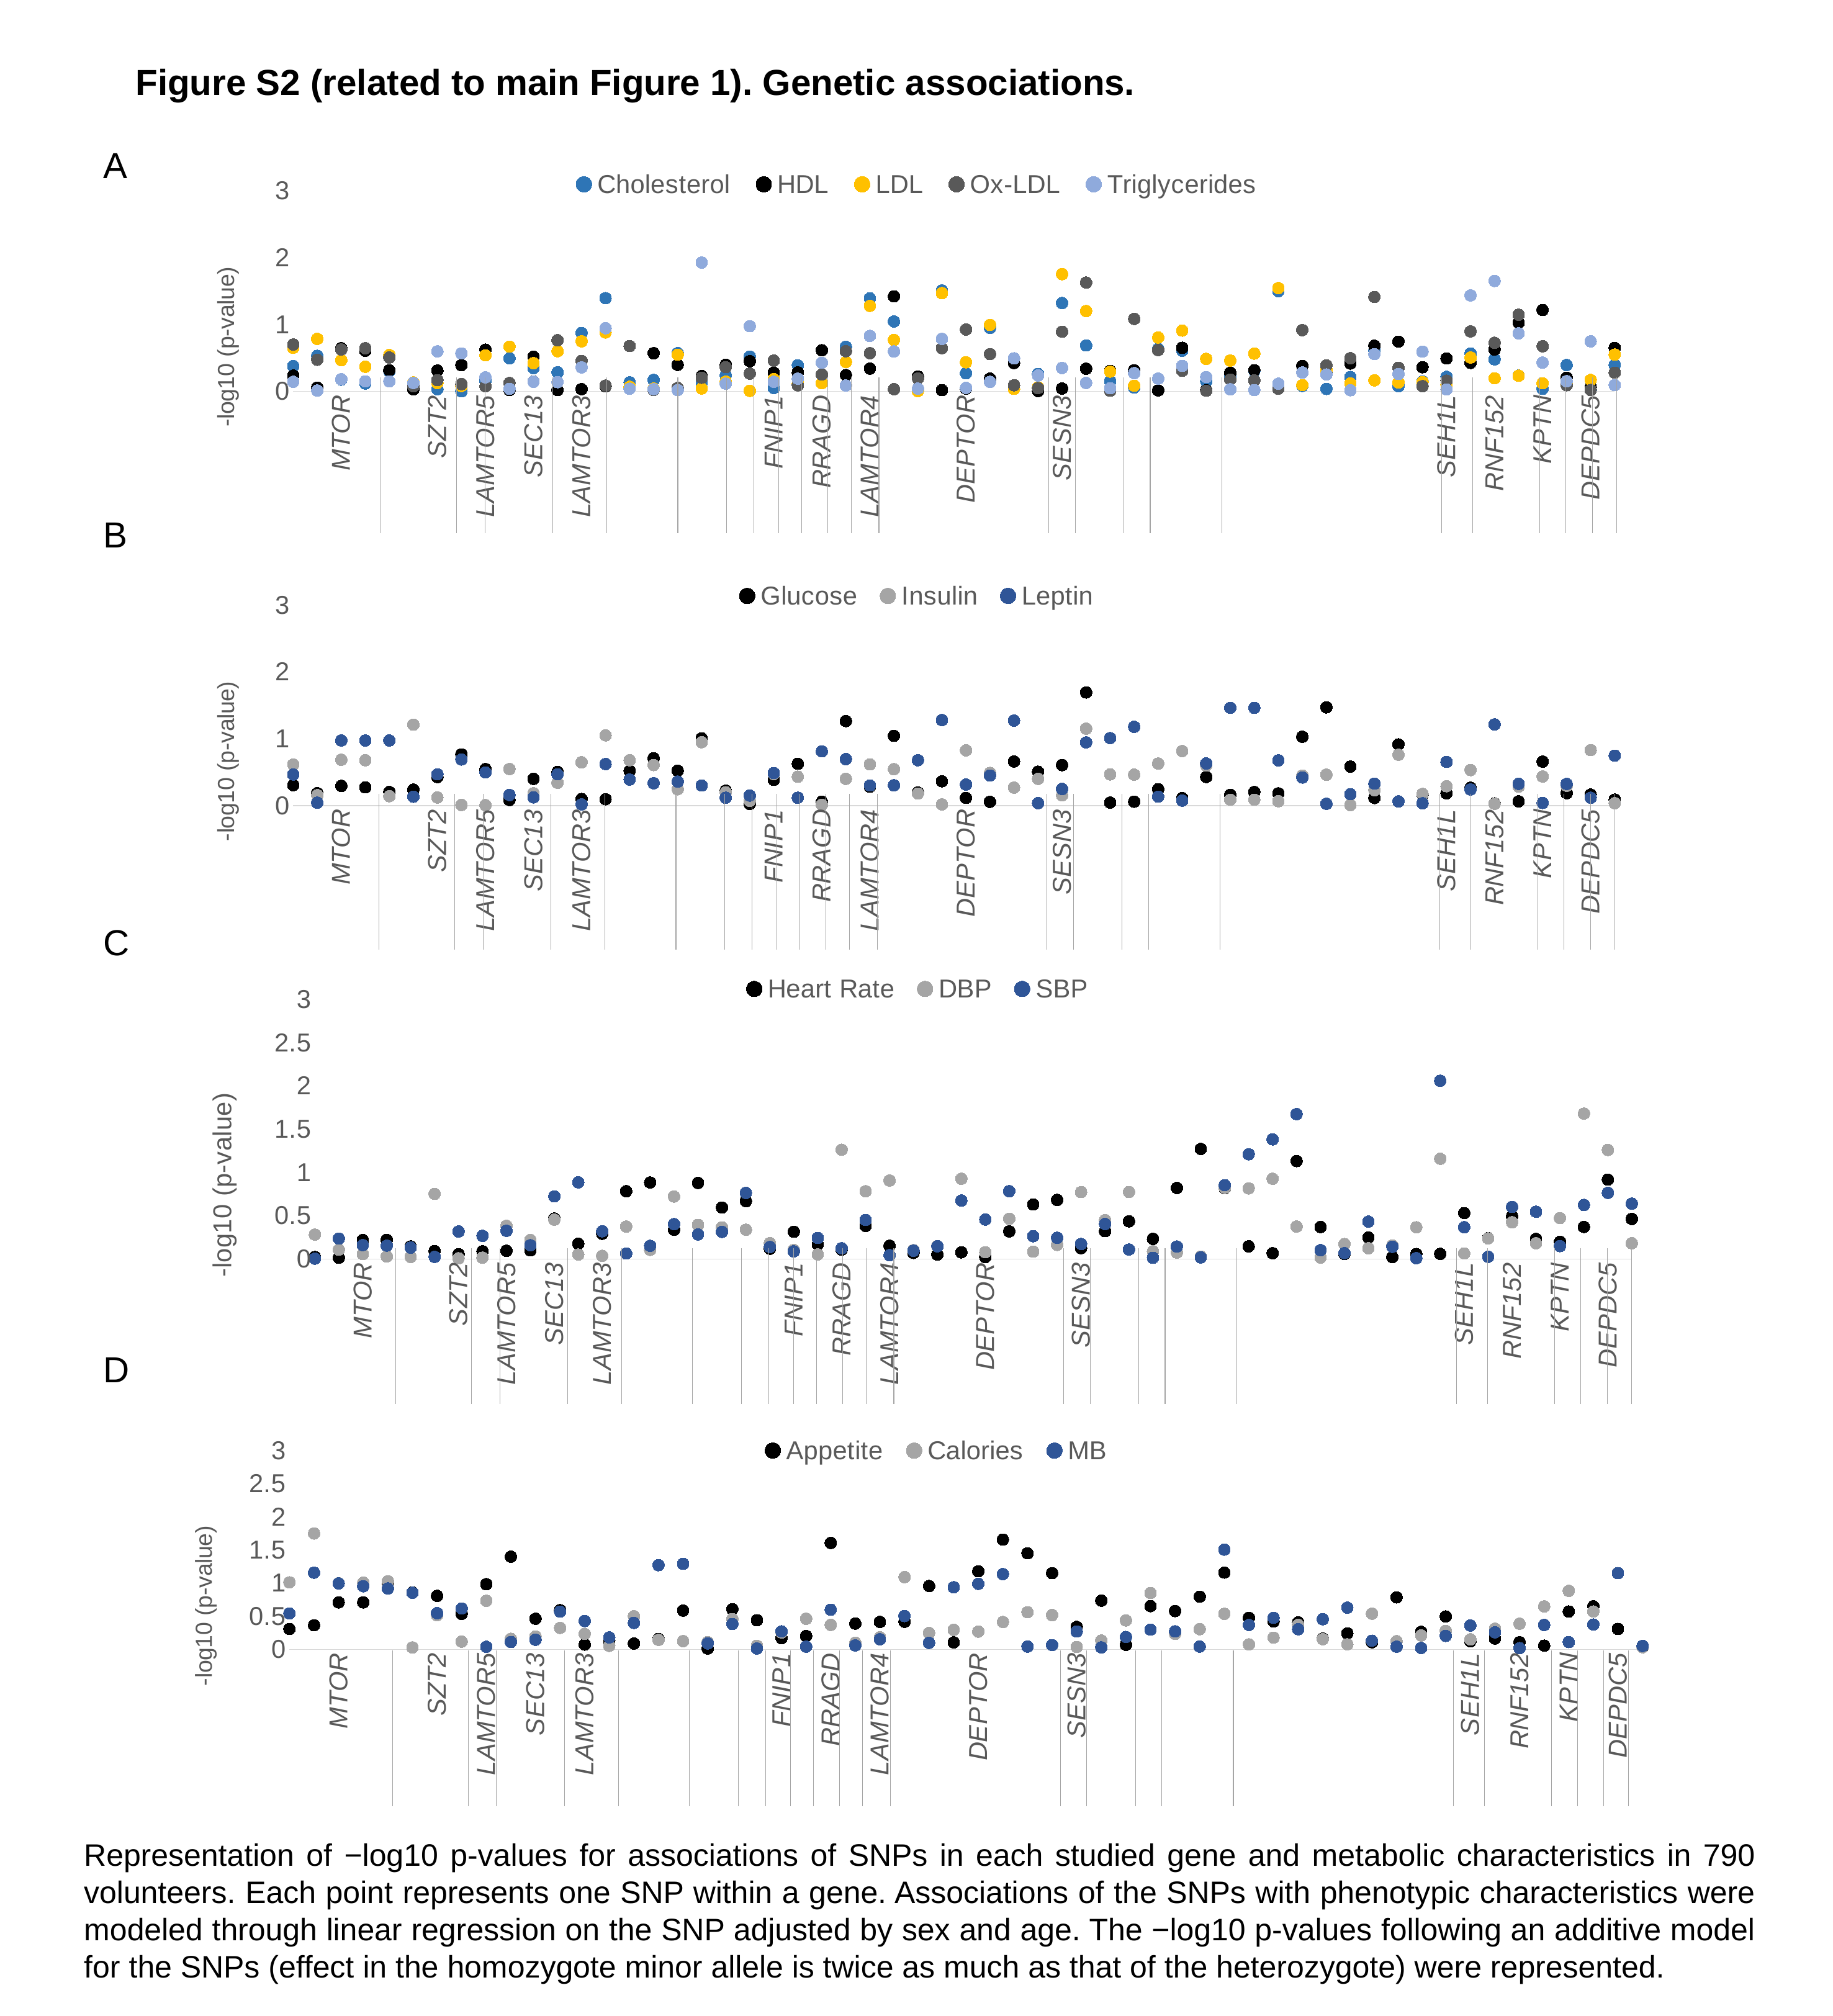

Figure S2 (related to main Figure 1). Genetic associations.
### Chart
B
### Chart
### Chart
### Chart

## Slide 3
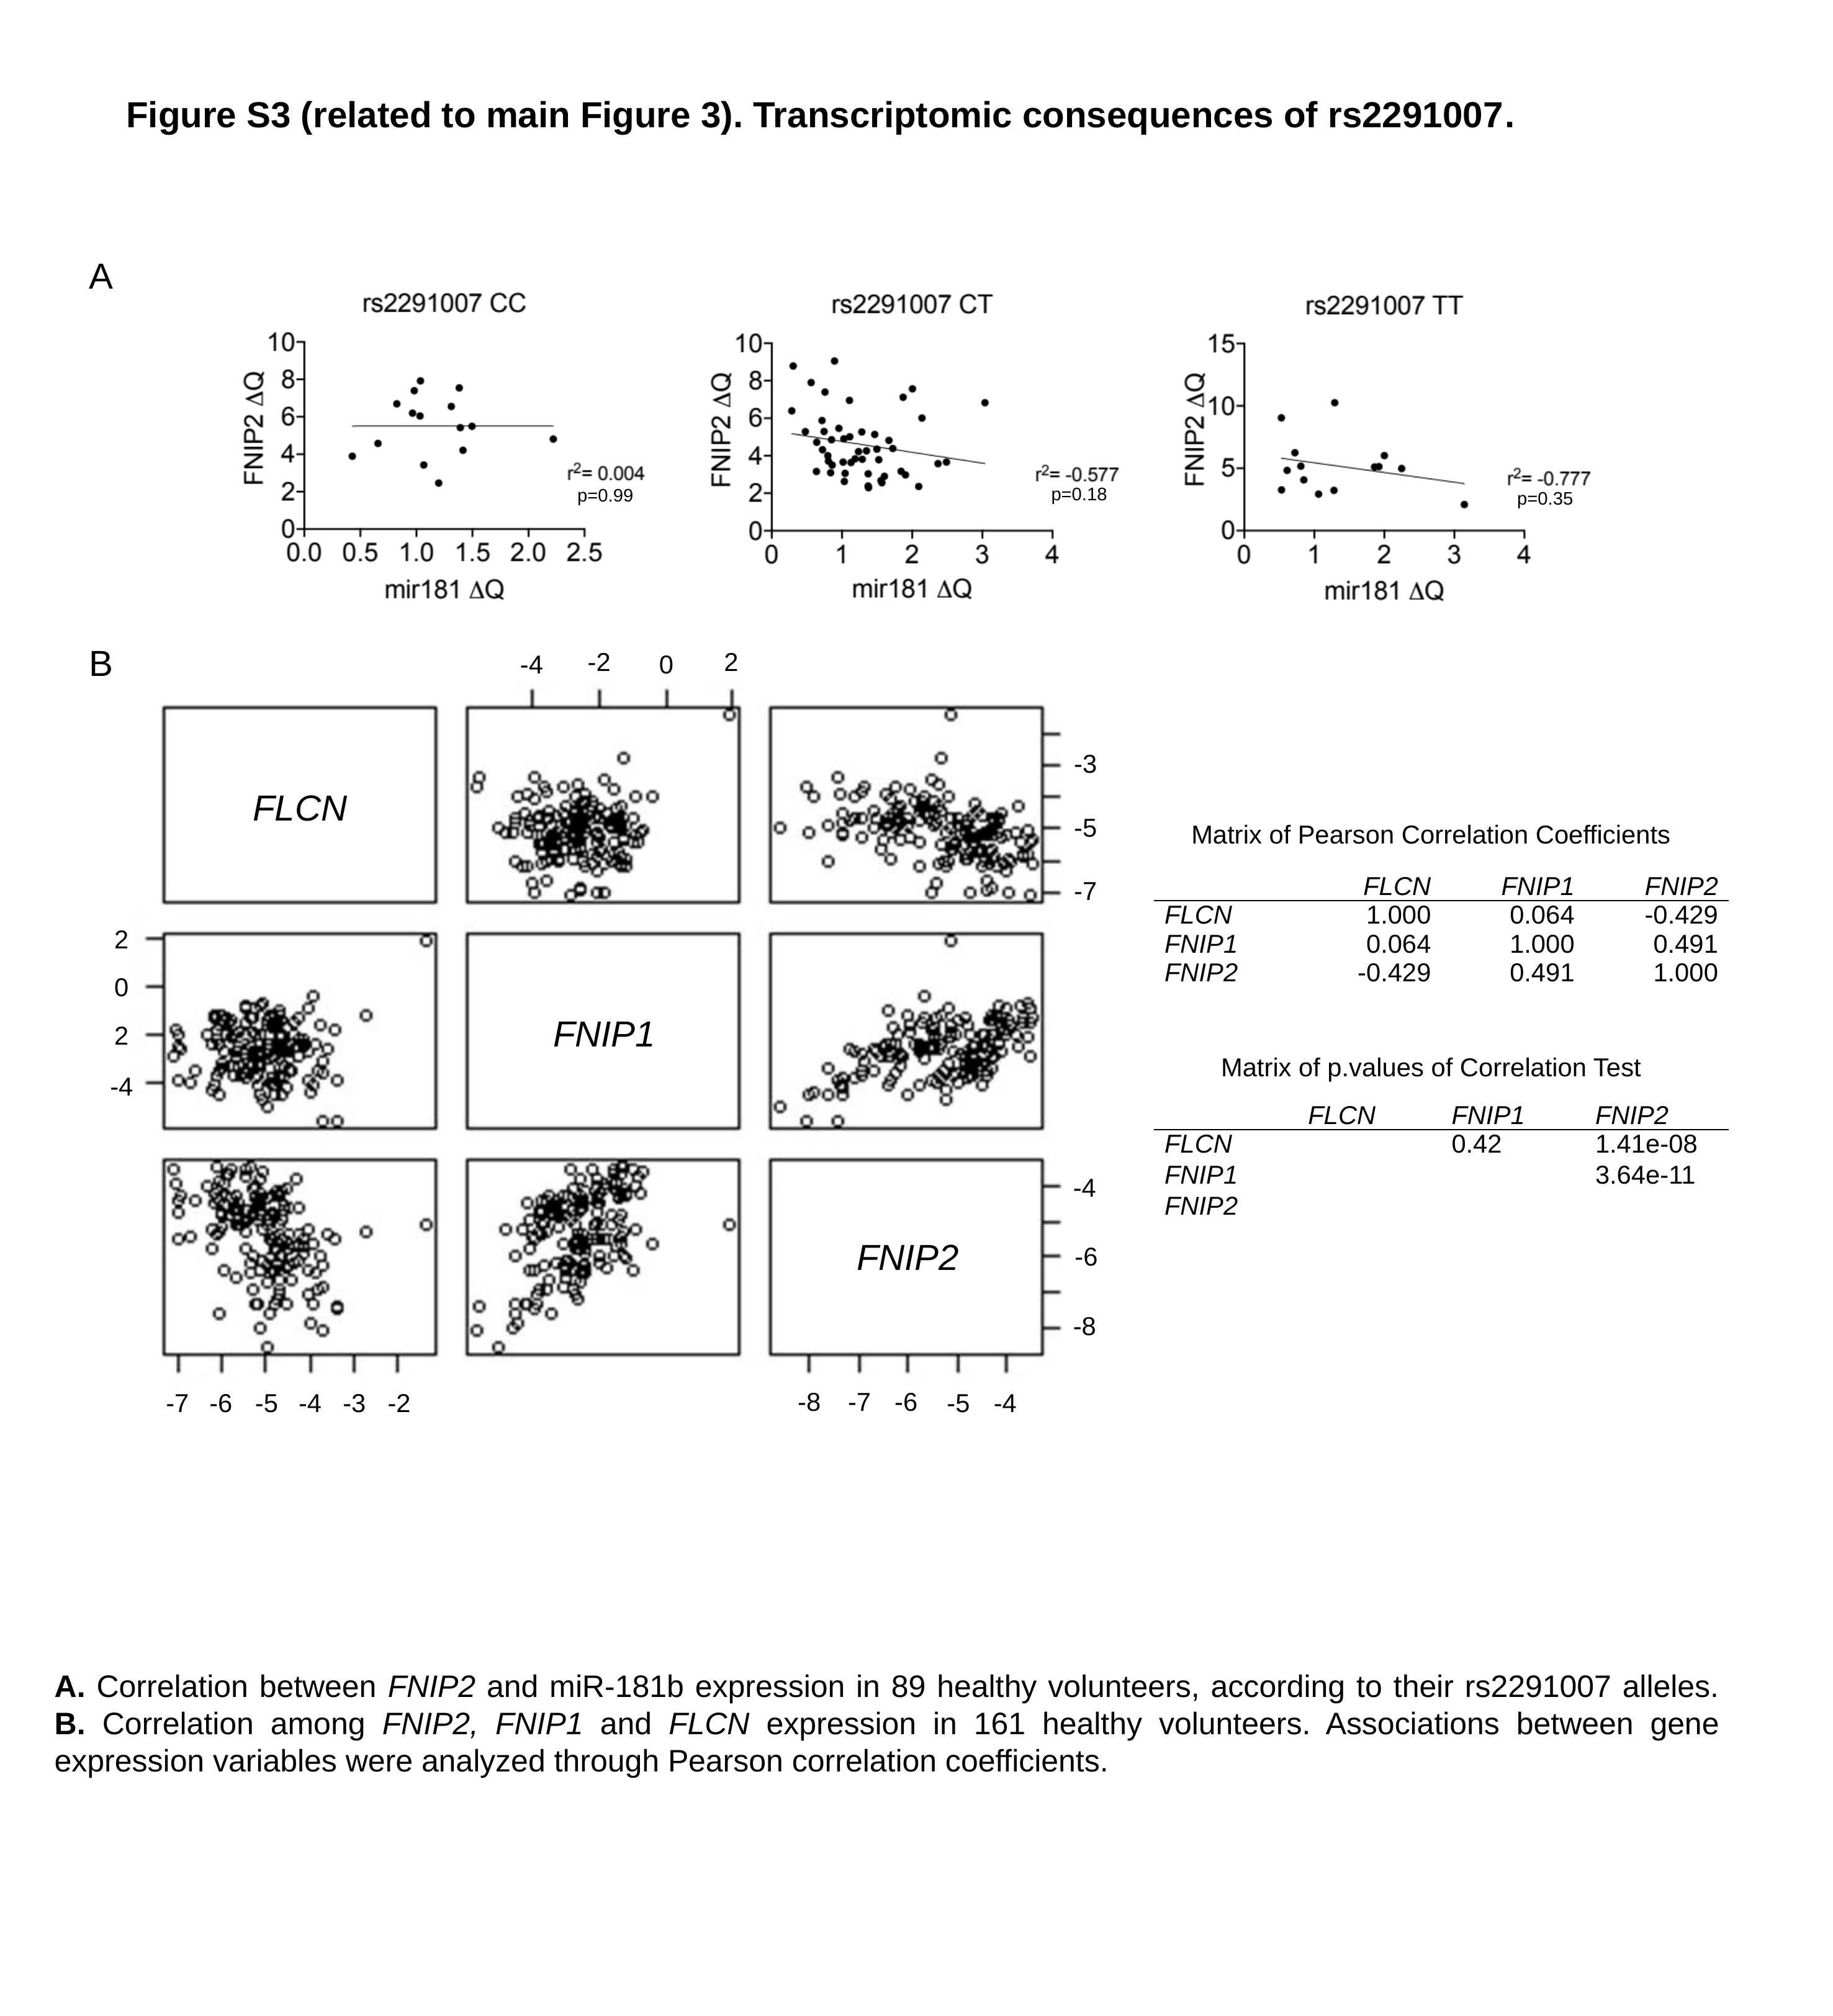

Figure S3 (related to main Figure 3). Transcriptomic consequences of rs2291007.
A
p=0.18
p=0.99
p=0.35
B
-2
2
-4
0
FLCN
-3
-5
-7
2
FNIP1
0
2
-4
-4
-6
-8
FNIP2
-8
-6
-7
-5
-4
-7
-6
-5
-4
-3
-2
Matrix of Pearson Correlation Coefficients
| | FLCN | FNIP1 | FNIP2 |
| --- | --- | --- | --- |
| FLCN | 1.000 | 0.064 | -0.429 |
| FNIP1 | 0.064 | 1.000 | 0.491 |
| FNIP2 | -0.429 | 0.491 | 1.000 |
Matrix of p.values of Correlation Test
| | FLCN | FNIP1 | FNIP2 |
| --- | --- | --- | --- |
| FLCN | | 0.42 | 1.41e-08 |
| FNIP1 | | | 3.64e-11 |
| FNIP2 | | | |
A. Correlation between FNIP2 and miR-181b expression in 89 healthy volunteers, according to their rs2291007 alleles. B. Correlation among FNIP2, FNIP1 and FLCN expression in 161 healthy volunteers. Associations between gene expression variables were analyzed through Pearson correlation coefficients.

## Slide 4
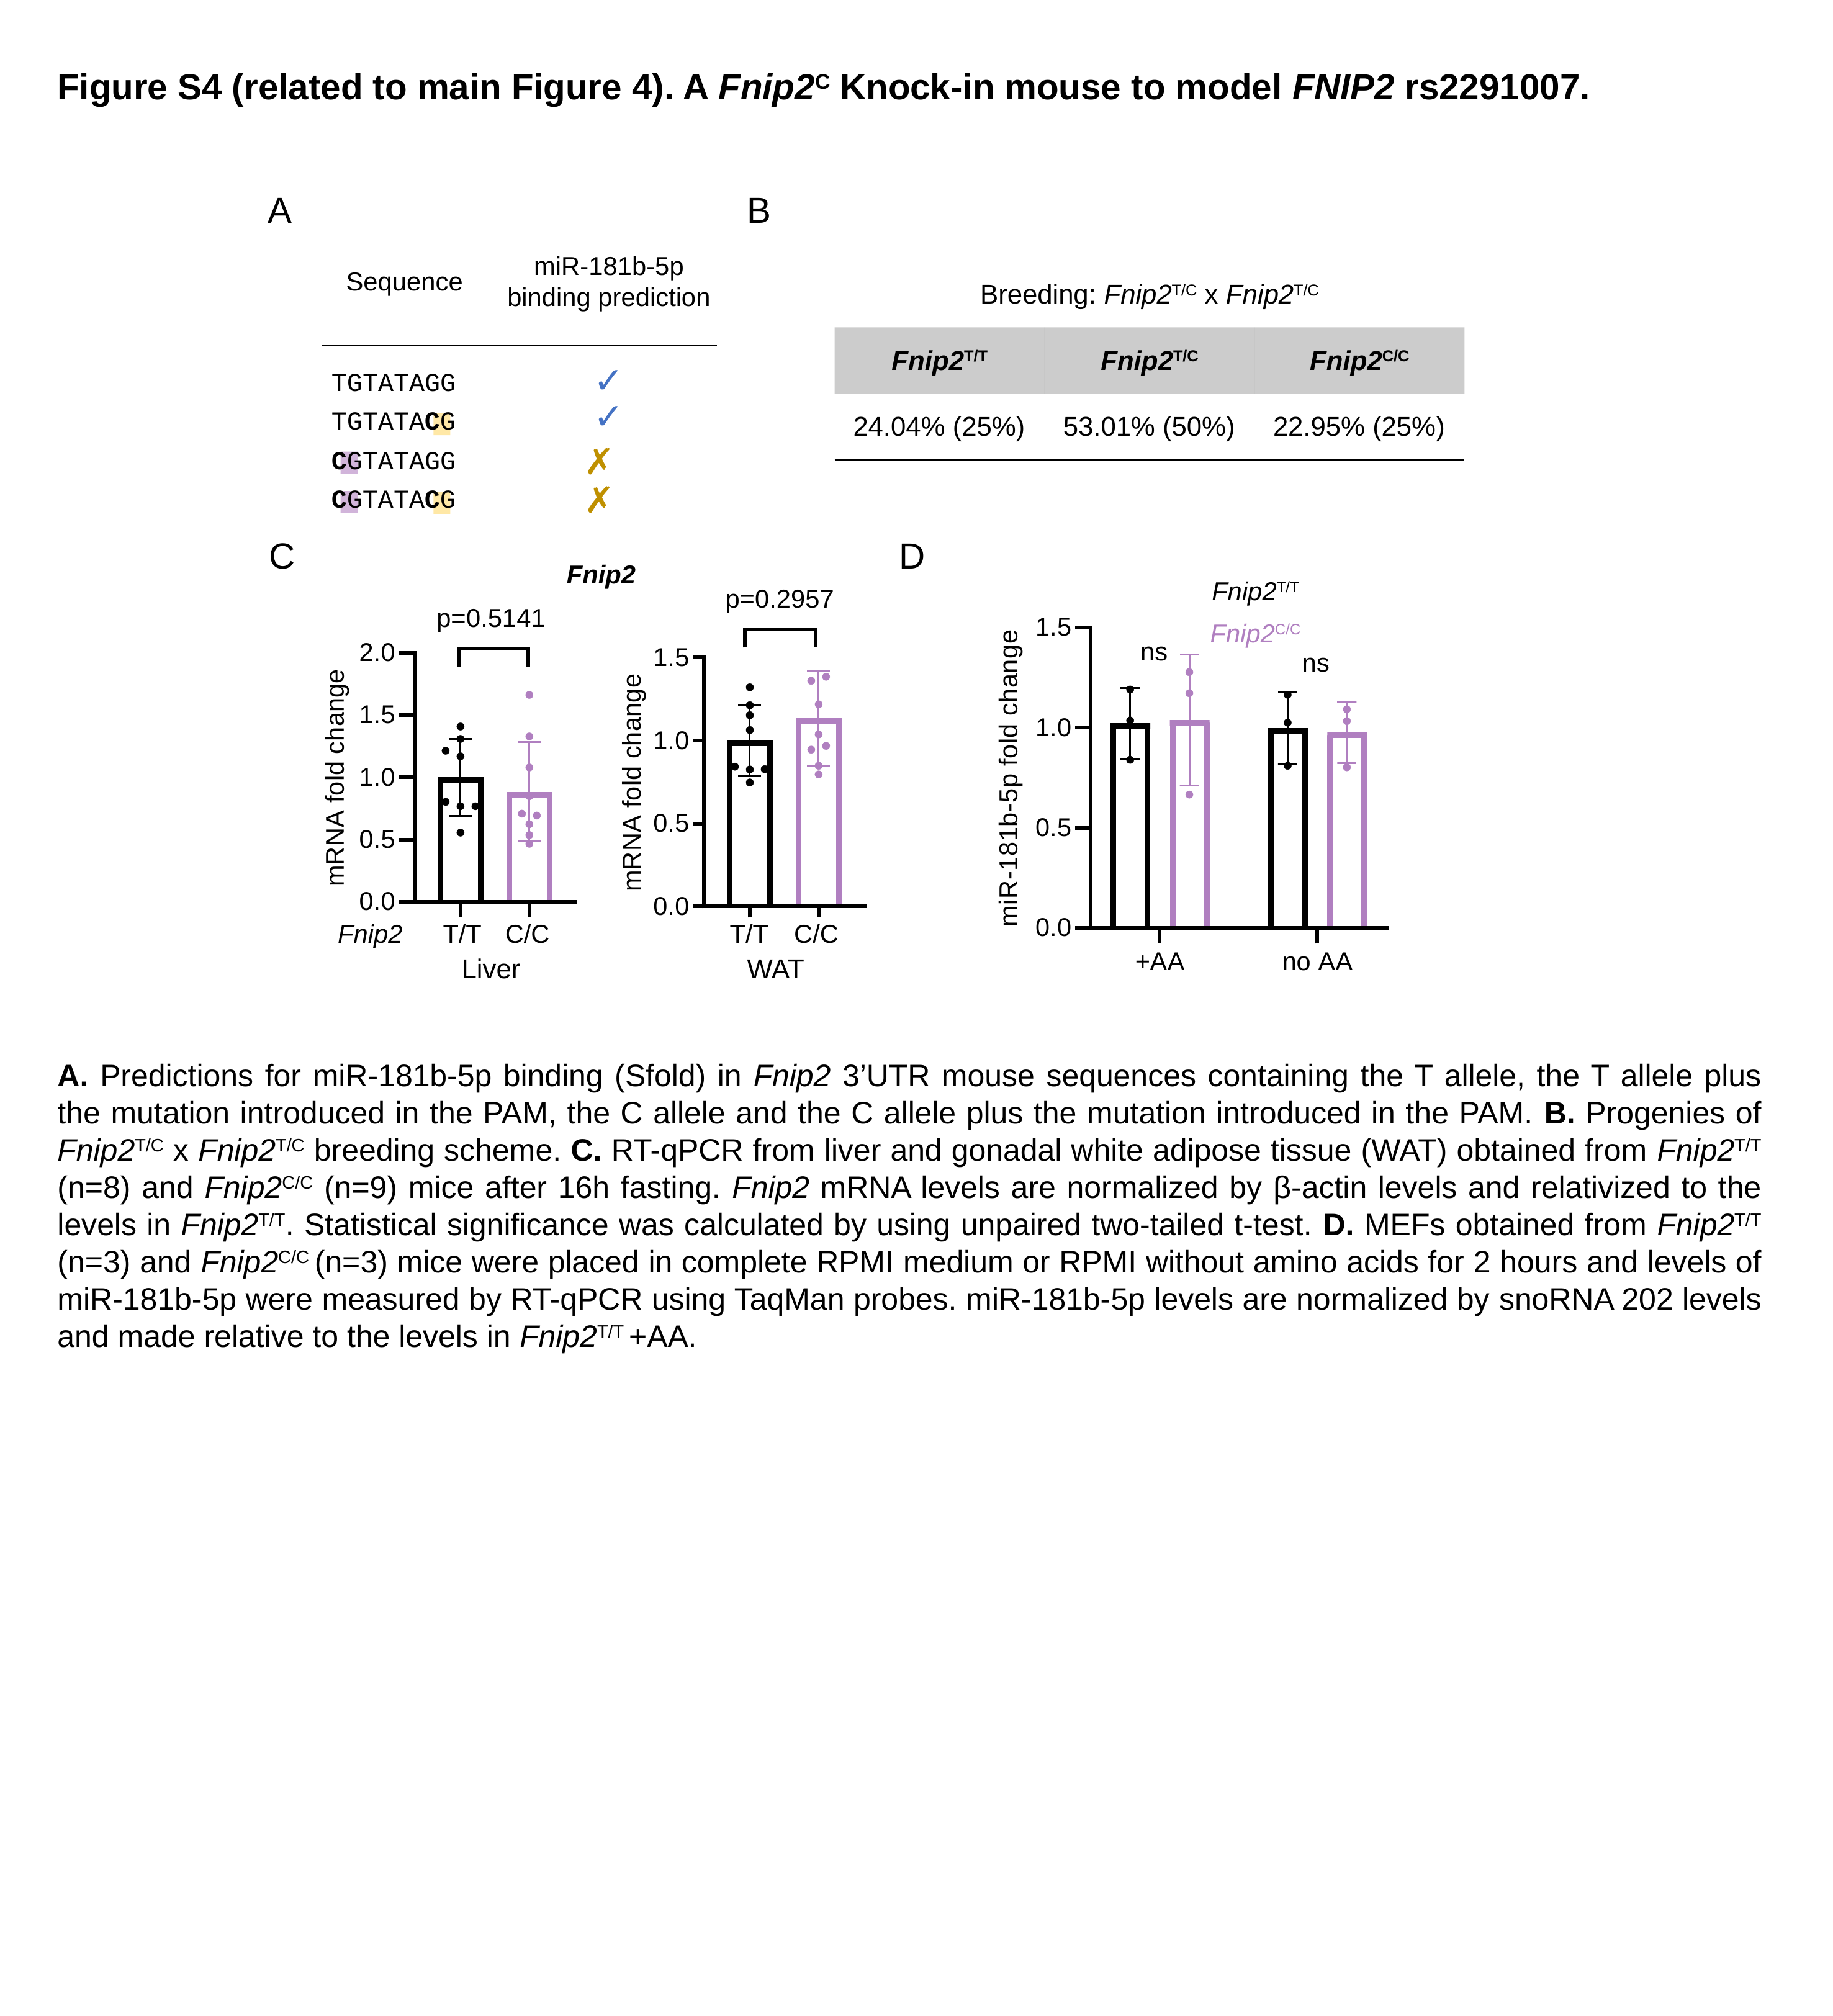

Figure S4 (related to main Figure 4). A Fnip2C Knock-in mouse to model FNIP2 rs2291007.
A
B
miR-181b-5p binding prediction
Sequence
| Breeding: Fnip2T/C x Fnip2T/C | | |
| --- | --- | --- |
| Fnip2T/T | Fnip2T/C | Fnip2C/C |
| 24.04% (25%) | 53.01% (50%) | 22.95% (25%) |
✓
TGTATAGG
✓
TGTATACG
✗
CGTATAGG
✗
CGTATACG
C
D
Fnip2
Fnip2T/T
Fnip2C/C
ns
ns
p=0.2957
p=0.5141
Fnip2
T/T
C/C
T/T
C/C
Liver
WAT
A. Predictions for miR-181b-5p binding (Sfold) in Fnip2 3’UTR mouse sequences containing the T allele, the T allele plus the mutation introduced in the PAM, the C allele and the C allele plus the mutation introduced in the PAM. B. Progenies of Fnip2T/C x Fnip2T/C breeding scheme. C. RT-qPCR from liver and gonadal white adipose tissue (WAT) obtained from Fnip2T/T (n=8) and Fnip2C/C (n=9) mice after 16h fasting. Fnip2 mRNA levels are normalized by β-actin levels and relativized to the levels in Fnip2T/T. Statistical significance was calculated by using unpaired two-tailed t-test. D. MEFs obtained from Fnip2T/T (n=3) and Fnip2C/C (n=3) mice were placed in complete RPMI medium or RPMI without amino acids for 2 hours and levels of miR-181b-5p were measured by RT-qPCR using TaqMan probes. miR-181b-5p levels are normalized by snoRNA 202 levels and made relative to the levels in Fnip2T/T +AA.

## Slide 5
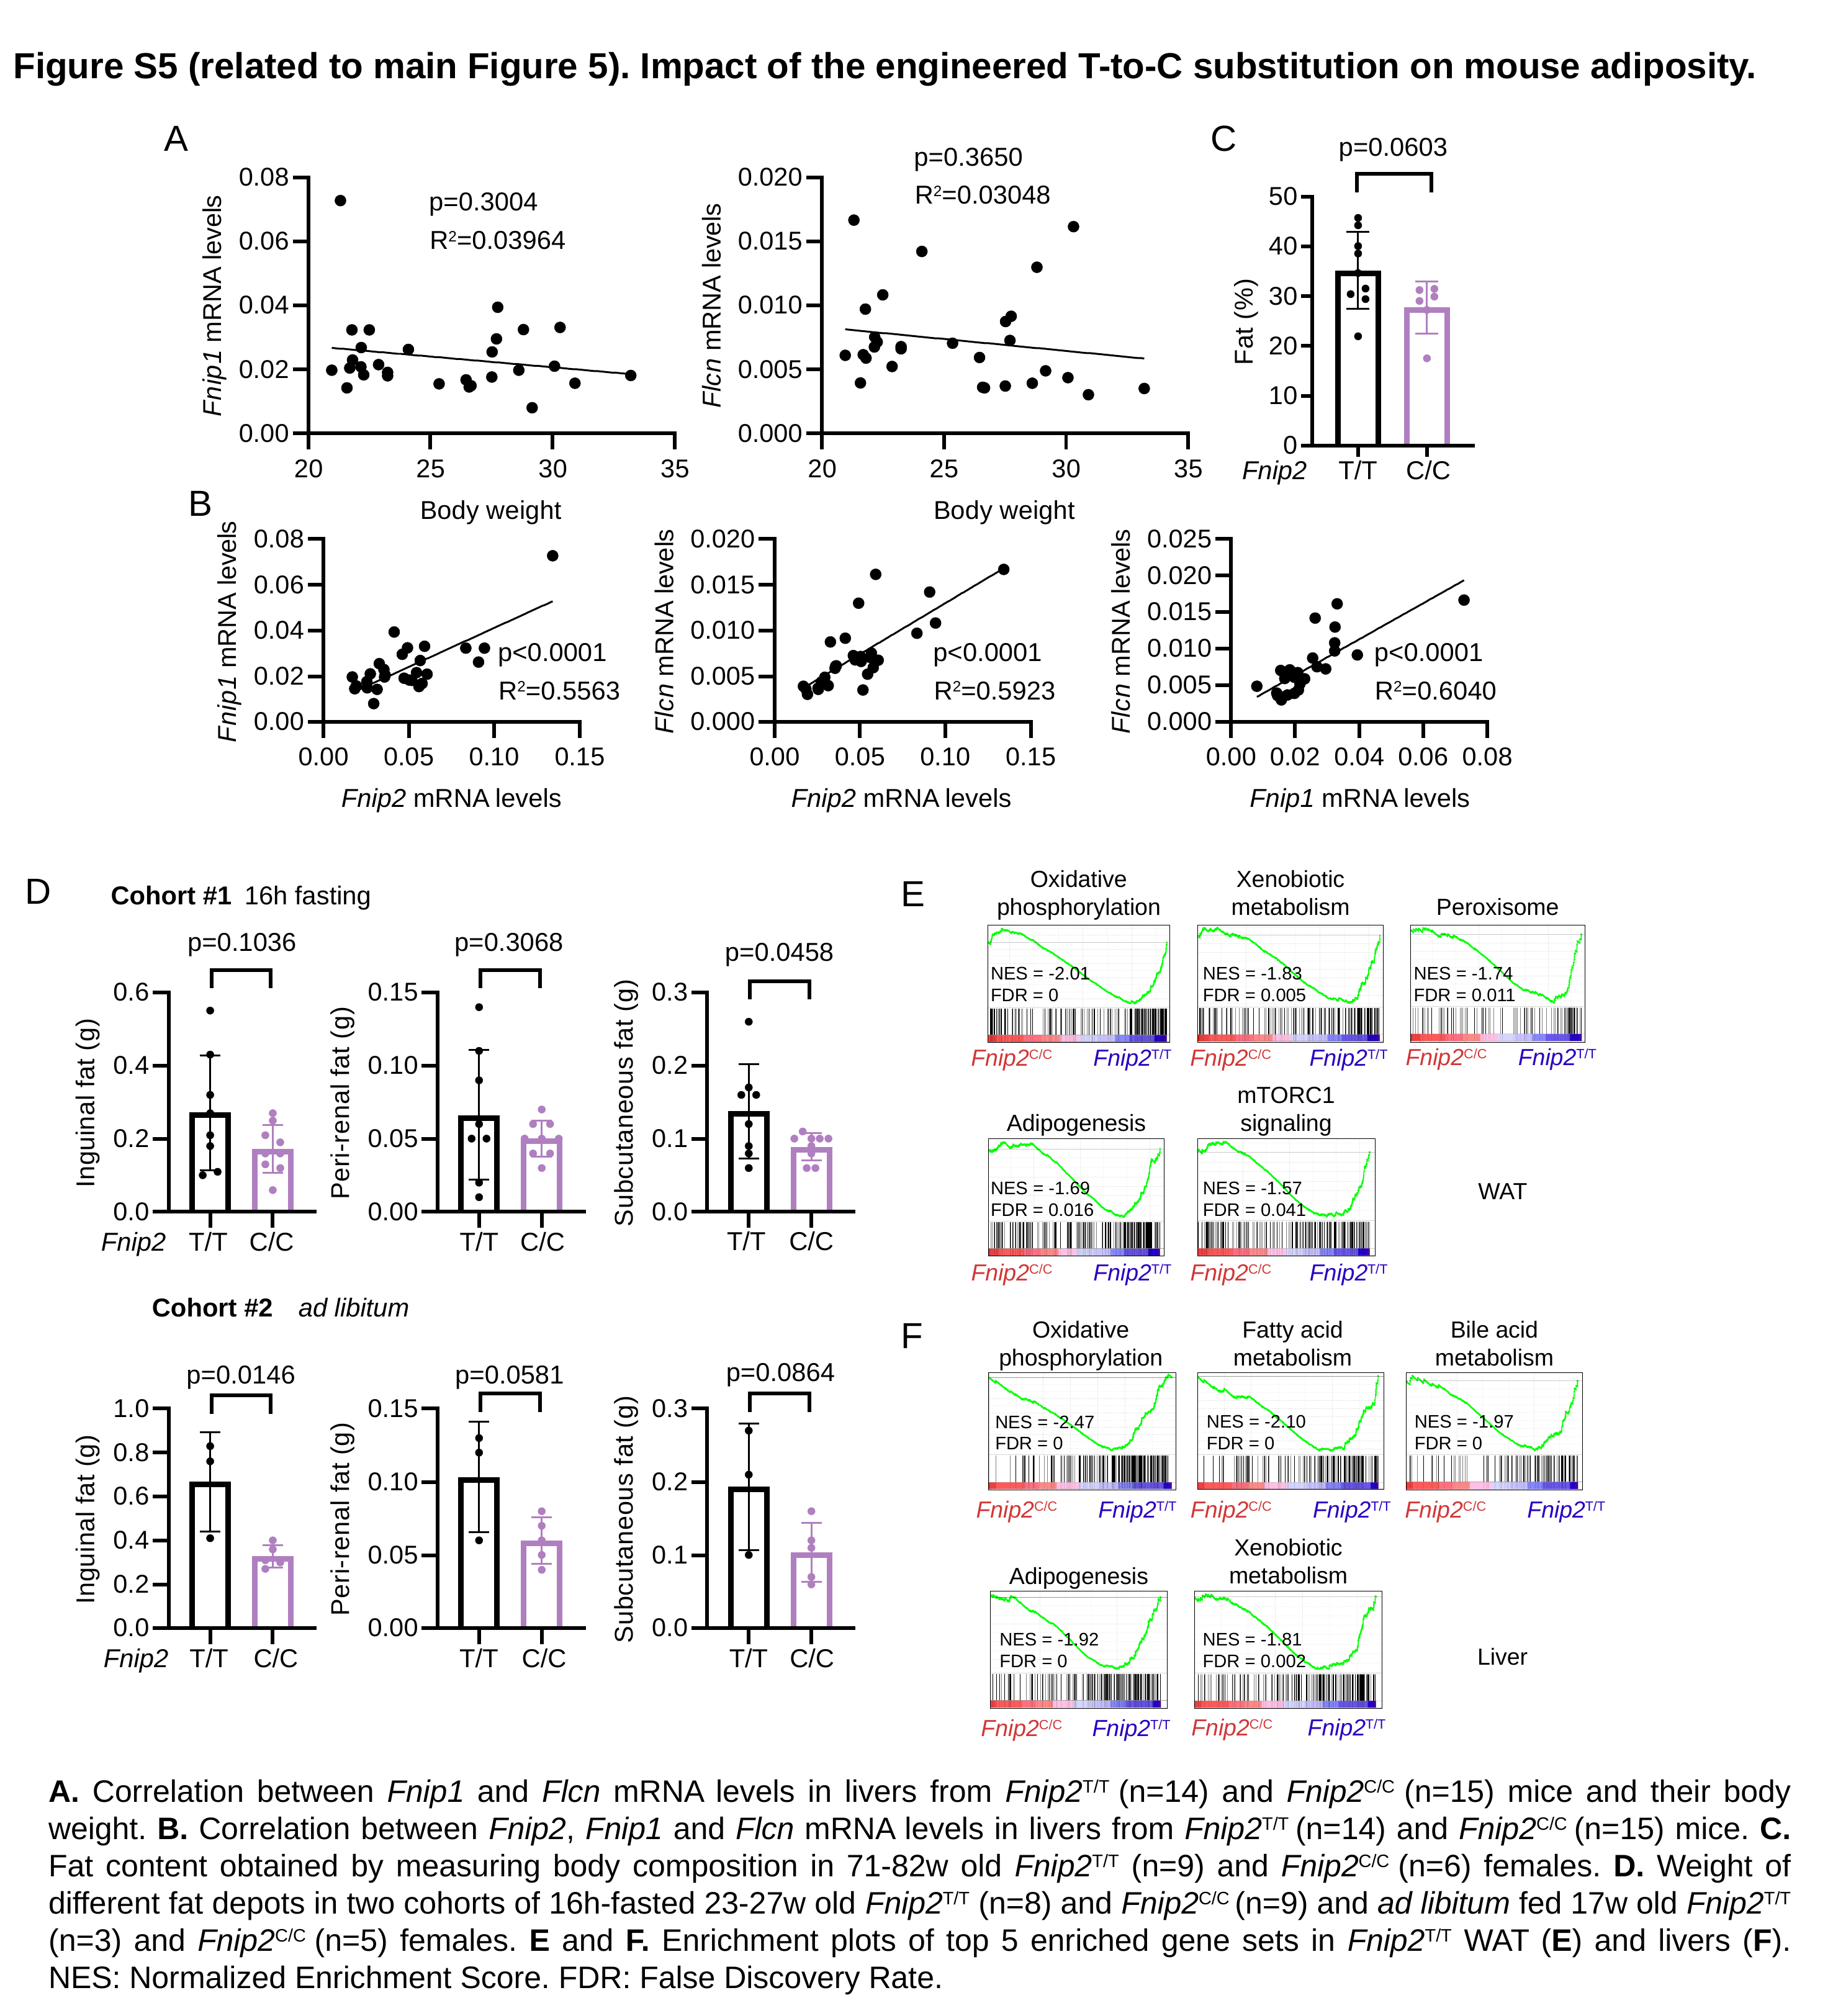

Figure S5 (related to main Figure 5). Impact of the engineered T-to-C substitution on mouse adiposity.
A
C
p=0.0603
p=0.3650
R2=0.03048
p=0.3004
R2=0.03964
Fnip2
T/T
C/C
B
Fnip2 mRNA levels
Fnip2 mRNA levels
Fnip1 mRNA levels
p<0.0001
p<0.0001
p<0.0001
R2=0.5563
R2=0.5923
R2=0.6040
Oxidative phosphorylation
Xenobiotic
metabolism
D
E
Cohort #1
16h fasting
Peroxisome
p=0.1036
Fnip2
T/T
C/C
p=0.3068
T/T
C/C
p=0.0458
T/T
C/C
NES = -2.01
FDR = 0
NES = -1.83
FDR = 0.005
NES = -1.74
FDR = 0.011
Fnip2C/C
Fnip2T/T
Fnip2C/C
Fnip2T/T
Fnip2C/C
Fnip2T/T
mTORC1
signaling
Adipogenesis
NES = -1.69
FDR = 0.016
NES = -1.57
FDR = 0.041
WAT
Fnip2C/C
Fnip2T/T
Fnip2C/C
Fnip2T/T
Cohort #2
ad libitum
F
Oxidative phosphorylation
Fatty acid
metabolism
Bile acid
metabolism
p=0.0864
T/T
C/C
p=0.0581
T/T
C/C
p=0.0146
Fnip2
T/T
C/C
NES = -2.10
FDR = 0
NES = -1.97
FDR = 0
NES = -2.47
FDR = 0
Fnip2C/C
Fnip2T/T
Fnip2C/C
Fnip2T/T
Fnip2C/C
Fnip2T/T
Xenobiotic
metabolism
Adipogenesis
NES = -1.81
FDR = 0.002
NES = -1.92
FDR = 0
Liver
Fnip2C/C
Fnip2T/T
Fnip2C/C
Fnip2T/T
A. Correlation between Fnip1 and Flcn mRNA levels in livers from Fnip2T/T (n=14) and Fnip2C/C (n=15) mice and their body weight. B. Correlation between Fnip2, Fnip1 and Flcn mRNA levels in livers from Fnip2T/T (n=14) and Fnip2C/C (n=15) mice. C. Fat content obtained by measuring body composition in 71-82w old Fnip2T/T (n=9) and Fnip2C/C (n=6) females. D. Weight of different fat depots in two cohorts of 16h-fasted 23-27w old Fnip2T/T (n=8) and Fnip2C/C (n=9) and ad libitum fed 17w old Fnip2T/T (n=3) and Fnip2C/C (n=5) females. E and F. Enrichment plots of top 5 enriched gene sets in Fnip2T/T WAT (E) and livers (F). NES: Normalized Enrichment Score. FDR: False Discovery Rate.

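In WAT, the oxidative phosphorylation list had the lowest normalized enrichment score of the 8 lists examined, -2.24, and a median log2 fold change of -0.50 over 78 genes, with 37 genes called lower and 11 called higher in *Fnip2* C/C (camera adjusted p = 0.000117). With each mouse left out in turn, the highest p-value was 0.00146, without the *Fnip2* C/C mouse 593. The list also passed with fry (0.046) and lost its call with camera's estimated correlation (0.668). Among its members, *Cox8a* had normalized counts of 43.3 ± 27.4 (SD, n = 4) in *Fnip2* C/C and 549.9 ± 151 (SD, n = 5) in *Fnip2* T/T WAT, a log2 fold change of -3.88 (standard error 0.43, limma adjusted p = 0.000366). *Ndufb8* fell by 2.14 on the log2 scale, and *Cox7a2l* rose by 1.53. The peroxisome list followed with a score of -1.90 and a median of -0.42 over 52 genes (camera adjusted p = 0.011, 0.046 with fry), and lost its call without mouse 593 (0.0745). Its members *Prdx1* and *Pex5* had log2 fold changes of -3.27 and -3.26. The bile acid list (24 genes, score -1.63) did not pass with camera (adjusted p = 0.102) but passed with fry (0.046), without mouse 590 (0.0359) and without mouse 608 (0.0349). Its members *Phyh*, *Idh1* and *Cyp27a1* had log2 fold changes of -1.41, -2.38 and -2.31. The xenobiotic metabolism list (38 genes, score -1.29) did not pass (0.133), while its members *Gsta3*, *Cyb5a* and *Hsd11b1* had log2 fold changes of -1.76, -1.54 and -1.67. In liver, the xenobiotic metabolism list was higher in *Fnip2* C/C mice, with a score of 2.18 and a median log2 fold change of 0.12 over 66 genes, 53 of them higher (camera adjusted p = 5.15e-05), and it passed without each mouse in turn (highest 0.0327, without mouse 591). The bile acid list had a score of 1.98 (0.00717) and lost its call without mice 591 (0.133), 657 (0.0533) or 659 (0.399). The oxidative phosphorylation list had a score of 1.93 (0.00863) and lost its call without mice 638 (0.388), 639 (0.811), 608 (0.103), 657 (0.201) or 659 (0.125), and with quantile normalization (0.224). With the term for even against odd label numbers, the xenobiotic metabolism list in liver passed (0.0243) and the bile acid (0.0909) and oxidative phosphorylation (0.284) lists did not. The peroxisome list had a score of 1.32 (0.31), and its direction changed without mouse 659 (0.399). With fry, the adjusted p of the lists in liver lay between 0.774 and 0.876. The liver members with the lowest p, such as *Ugt2b1* (log2 fold change 0.41, standard error 0.14) and *Slco1a1* (1.16, standard error 0.49), had limma adjusted p of 1.00.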

## Slide 6
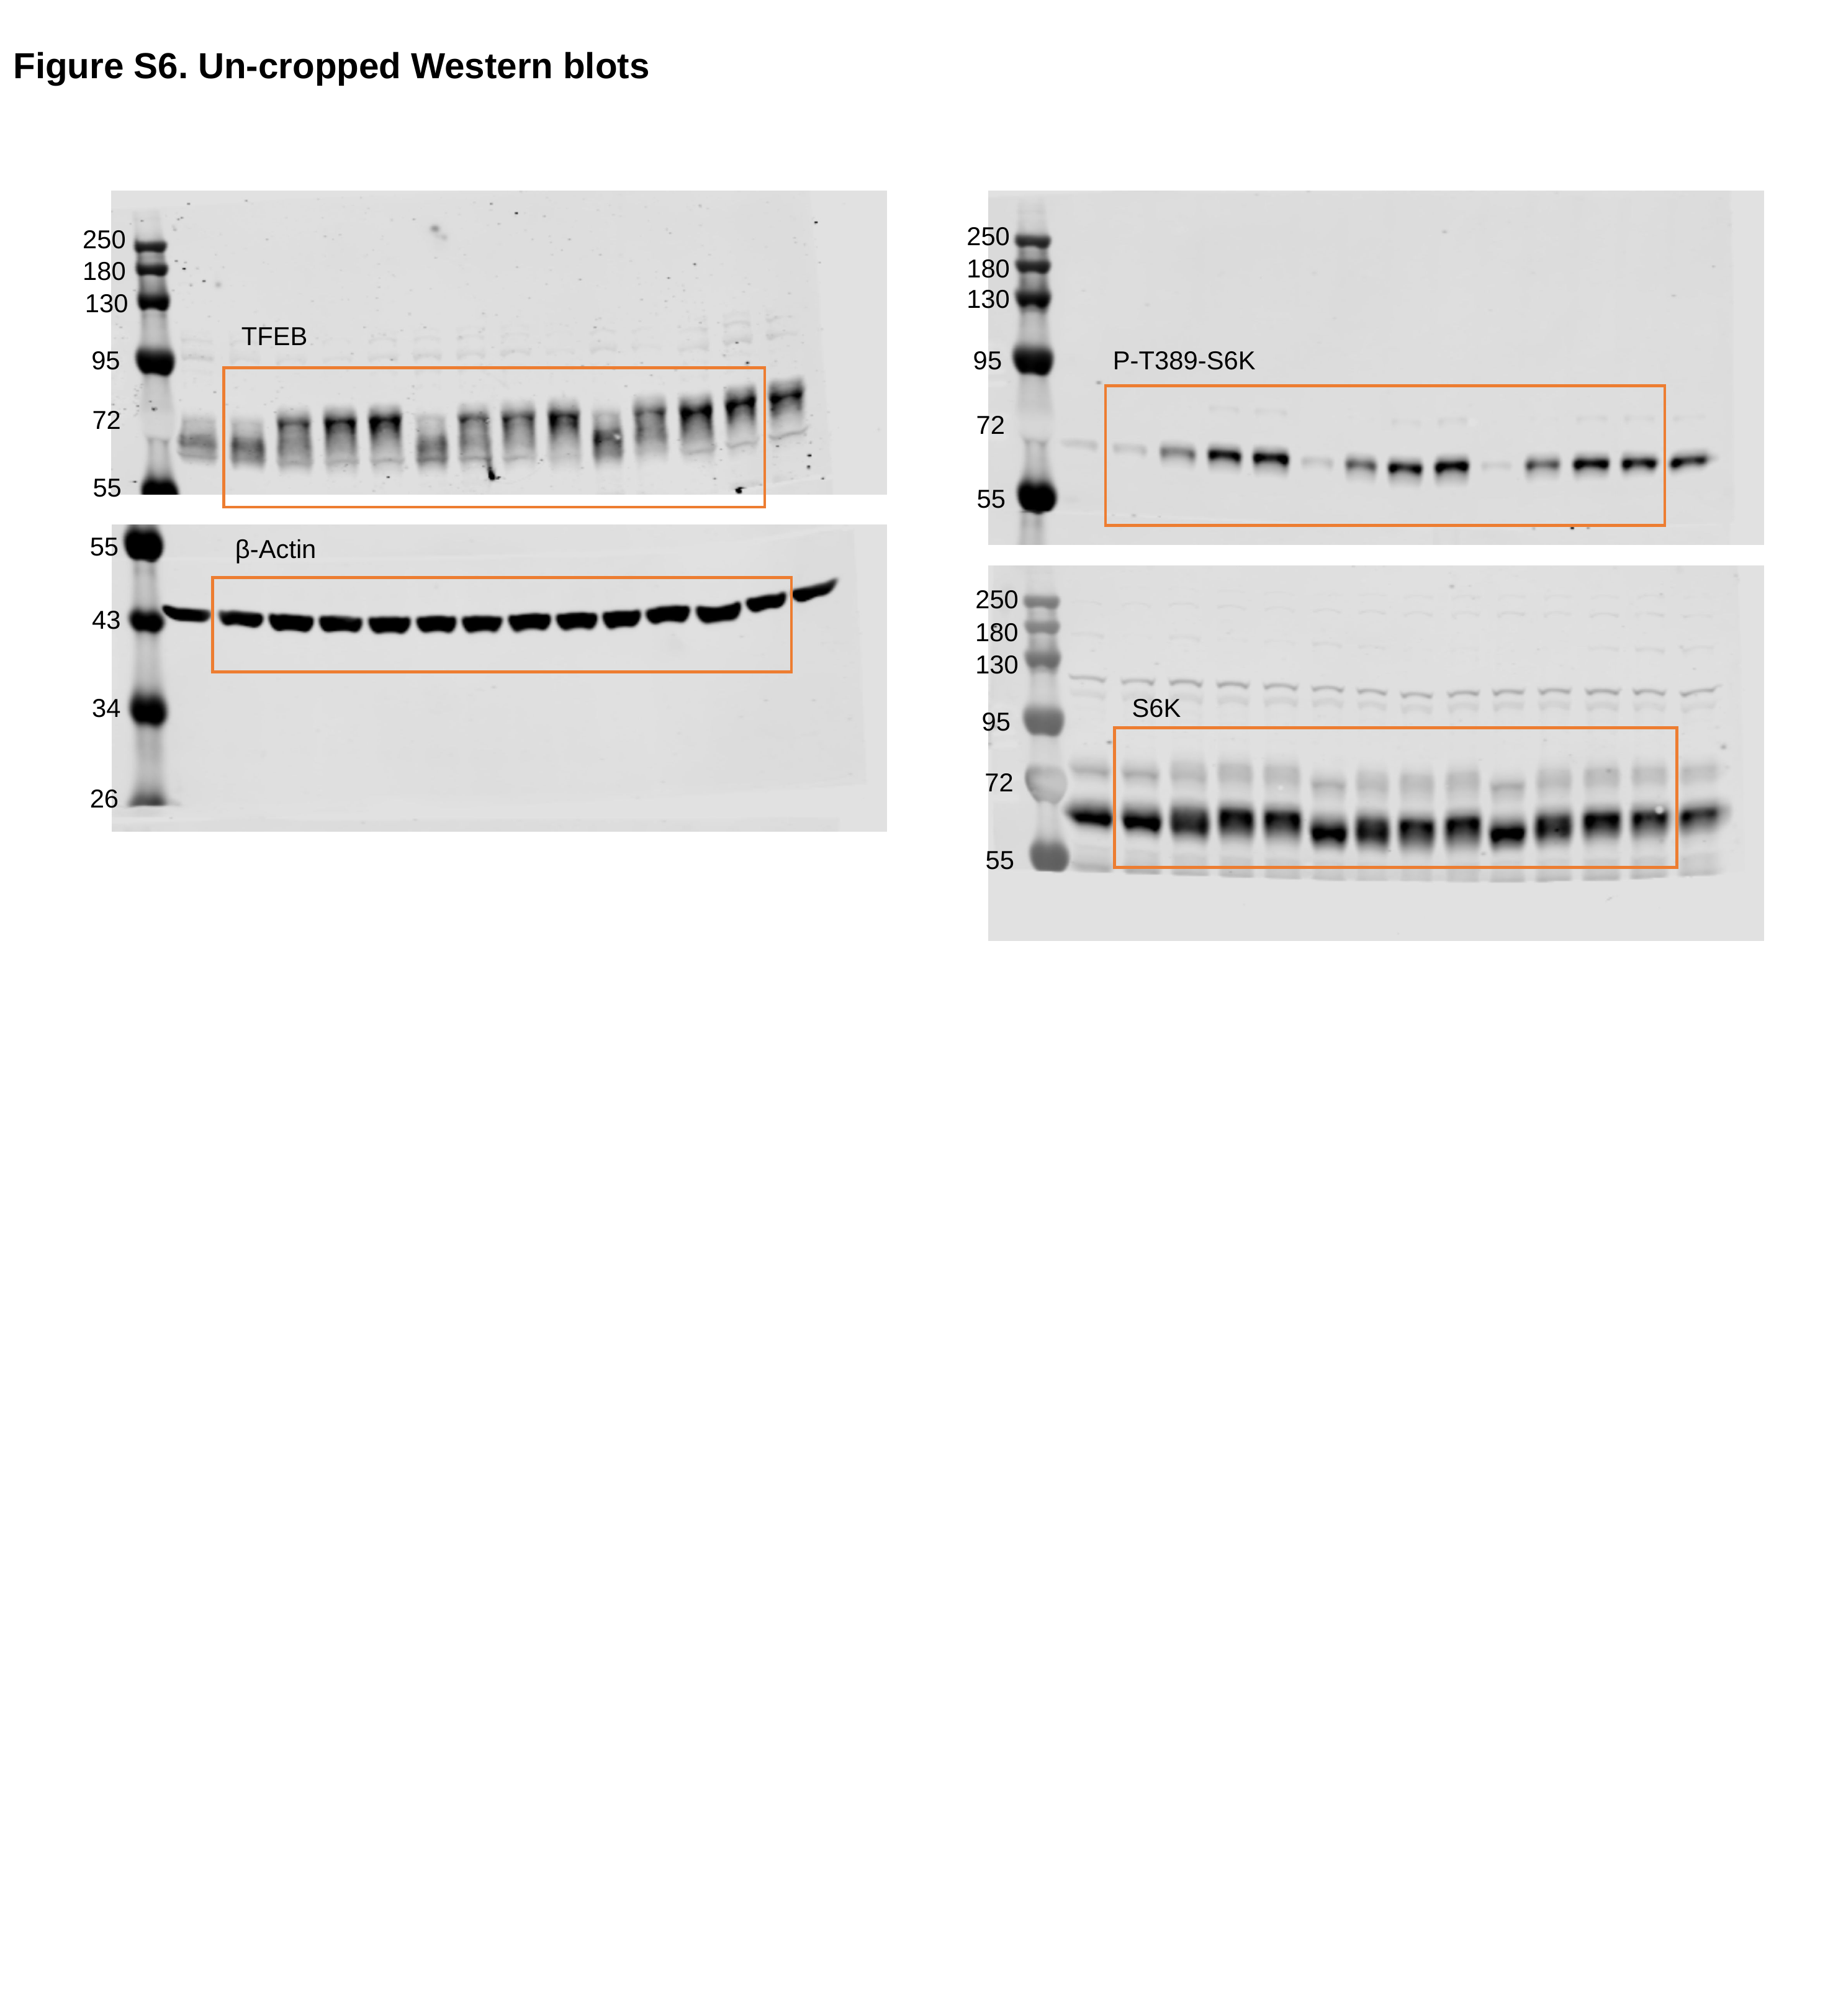

Figure S6. Un-cropped Western blots
250
250
180
180
130
130
TFEB
95
P-T389-S6K
95
72
72
55
55
55
β-Actin
250
43
180
130
S6K
34
95
72
26
55

How the deposited data were processed for this re-analysis (not part of the article)

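Liver and visceral WAT from female *Fnip2* C/C and *Fnip2* T/T mice fed ad libitum were sequenced with QuantSeq 3′ mRNA-Seq FWD libraries, in which stranded reads start near the 3′ end of poly(A) transcripts, made from 250 ng of RNA per liver and 500 ng per WAT sample. The labels list 76 sequencing run samples, 4 per mouse, and the deposited tables hold 1 column per mouse. Samples were grouped by the genotype and the mouse number in their labels, which gave 5 *Fnip2* C/C and 5 *Fnip2* T/T livers and 4 *Fnip2* C/C and 5 *Fnip2* T/T WAT libraries. The WAT table has 1 further column that no label describes, and it was left out of every step.

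The authors deposited 1 table of normalized counts per tissue, and its signal values are gene read counts that the authors divided by 1 size factor per library, with each table normalized on its own. The labels and the paper's text name no aligner, counting tool, genome build, differential expression test or threshold for these data. The paper's statistics section names unpaired t tests, 2-way ANOVA and linear regression for mouse experiments, without mention of sequencing data. The division could be undone, since every value of a library was a whole multiple of its smallest step. The whole reads recovered for 100% of the values lay within 5.5e-10 of a whole number. The ratio of DESeq2's size factors, recomputed from these reads, to the deposited ones was 1.000 in every liver library and between 1.004 and 1.008 in the WAT libraries. The WAT table has 18964 entries with 7 repeated gene names, and the liver table has 16775 entries with 2 repeated names and no gene with fewer than 10 reads over its libraries. GENCODE vM21 held 97.4% of the WAT names and 97.7% of the liver names. The build the authors counted on is not stated, and the annotation was used for gene types, lengths and the position of the edited site.

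The recovered reads per library lay between 4180209 and 6277644 in WAT and between 5583041 and 7523200 in liver. They count reads and not independent molecules, since the labels mention no molecular identifiers, and cover reads assigned to genes. Replicate libraries differed by more than counting error, with chi-square values per degree of freedom of at least 15.6 over 16 pairs of WAT libraries and 8.37 over 20 pairs of livers. The Spearman correlations between replicates, which are across genes, lay between 0.894 and 0.973 in WAT and between 0.958 and 0.978 in liver. The first principal component held 47.9% of the variance in WAT and 19.3% in liver.

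The deposited values were put on a log2 scale after adding 1, and genes with a mean normalized count of at least 10 over the libraries of a tissue were tested, which left 12798 genes in WAT and 11710 in liver. Each tissue was fitted alone with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend and robust options) with genotype as its only term, and the contrast was *Fnip2* C/C minus *Fnip2* T/T. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called differentially expressed. The difference between the tissues was tested as an interaction contrast in a fit of all 19 libraries over the 10404 genes kept in both tables. Single genes were also compared with an exact two-sided permutation test of the difference in mean log2 value, over 126 groupings in WAT and 252 in liver.

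Gene lists were tested with camera (preset correlation of 0.01, two-sided) and fry, both from limma, and normalized enrichment scores came from fgsea 1.28.0. The 8 lists for the signatures that the paper names, and 17 lists of cell type markers, were written by hand from general knowledge, and their p-values were adjusted over the lists of a tissue and kind. The tests, thresholds, lists, most alternatives and the rule for the genes named were chosen before the data were examined, and the paper's figures had been seen by then. By that rule, the text names *Fnip2*, *Fnip1*, *Flcn*, *Mtor*, *Rptor*, *Tfeb*, *Rps6kb1* and *Actb*, the 5 genes with the largest rise and the 5 with the largest fall among called genes whose libraries do not overlap between the genotypes, and the 3 members with the lowest p of each signature list, though not every such member is reported. Other genes in the closing section were chosen after their values were seen.

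The alternatives were pseudocounts of 0.5 and 10, no filter on low values or a minimum mean of 50, quantile normalization, scaling to the same total, library weights, an adjusted p threshold of 0.1, a term for mouse numbers under 610 against over 630, edgeR 4.0.16 (quasi-likelihood test with TMM factors) and DESeq2 1.42.0 on the recovered reads, and each mouse left out in turn. For gene lists they also included camera with an estimated correlation, enrichment scores ranked by log2 fold change, and Reactome sets. The tests of genes and of the lists within a tissue and in the interaction were tested on simulated data drawn from the means and depths of these libraries. The Reactome sets and the exact permutation tests were not simulated. With 200 genes changed 2-fold in the WAT design, limma called 6.5% of them, edgeR 4.5% and DESeq2 40.5%, and with 4-fold changes limma called 83%. In the liver design, limma called 69.5% and 98%. In the interaction, limma called 88.1% of the genes changed 4-fold in WAT alone. A list of 40 raised genes was recovered by camera and fry in each of these simulations. Every gene was drawn independently there, so they do not test list calls that come from correlation between genes. In these simulations of WAT, 0% of limma's and edgeR's calls and 18.2% of DESeq2's calls at 2-fold were unchanged genes, and at 4-fold 4.6% of limma's and 14.6% of DESeq2's.

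The same mouse number in both tissues marks the same animal, which pairs 6 mice across the tissues. The pairing was checked on the deviations of each library from its group mean, whose correlation between the tissues of a mouse lay between -0.20 and 0.16 over 10404 genes, and the correlation estimated for the mouse as a replicate block was -0.11. The main interaction has no such block. With the replicate block, 2753 genes passed the threshold.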

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

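The tests of strain variants, of reads shared with pseudogenes, of separate handling of the RNA, of carried ovary and muscle, and of the ribosomal protein, mitochondrial, small RNA and erythroid patterns were chosen only after those results had been seen, as were the list tests of the difference between the tissues.

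The effect of the genotype differed between WAT and liver for 3033 of 10404 genes (limma interaction, adjusted p under 0.05). Only the real grouping among 100 regroupings of the libraries gave as many genes (1 of 100, the next highest 1850), so that chance can be excluded. The count lay between 2165 (without mouse 638) and 3352 (without mouse 609) when each mouse was left out. Of these genes, 2803 were also called in WAT alone. There, 4111 genes were called, and only the real split of the WAT libraries gave as many (1 of 100 of the 126 possible splits). The next splits gave 2449 and 1587 genes, and the other 97 gave none.

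Several technical explanations of the WAT difference were tested. With all libraries thinned to the 4180209 reads of the smallest, 4063 genes were called, 3962 of them shared with the 4111, which argues against depth. The fewest genes under another scaling were 3902, against the deposited normalization as the cause. Removing the trends with transcript length and GC content in each library gave 4100 genes (3622 shared), and removing the 10 genes with most reads and scaling the rest to the same total gave 4033 (3794 shared). Without the WAT libraries of mice 593 and 609, which had high ovary or muscle genes, 4082 genes were called and 3445 of them were shared, while the signature lists past the threshold went from 3 to 1, so that these libraries are excluded as the source of the gene count and not of the list calls. Of the 3622 WAT genes that were also tested in liver, 21 (0.58%) moved the same way in liver at an unadjusted limma p under 0.05 and 35 moved the other way, where a strain variant read differently from the reference would act in both tissues. There were 0 WAT libraries closer to the mean of the other genotype than to their own. That count restates the separation of the groups. A wrong label would blur the difference, so the count does not test it as the cause. Fewer adipocytes in *Fnip2* C/C WAT would raise the markers of the other cells alike. These moved apart, with median log2 fold changes of 0.70 for the smooth muscle list and 0.55 for the mesothelium list (neither past the threshold) and of -2.37 for the erythroid list, whose own cause is open, so that fewer adipocytes are not the whole cause but can have a part in it.

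Other explanations stay open. Reads shared between copies of a gene could not be examined without the alignments. As to pseudogenes, 3593 of the 11244 protein coding genes other than ribosomal protein genes were called. Processed pseudogenes held 0.59% of the reads in *Fnip2* C/C and 0.646% in *Fnip2* T/T WAT. So few reads argue against moves to or from processed pseudogenes as the cause for these 3593 genes as a set. They do not exclude it for single genes. The numbers of the RNA labels are even for all 4 *Fnip2* C/C and odd for all 5 *Fnip2* T/T WAT libraries (0 depart from this). If even and odd numbers marked RNA handled as separate sets, these sets and the genotype could not be told apart in WAT. The labels do not say so. In number order the genotypes are interleaved, so the numbers do not show the genotypes as separate blocks. RNA integrity or library preparation also stays open, as does an effect of the genotype itself.

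Ribosomal protein genes, which the paper does not discuss, passed as a list in WAT (camera adjusted p = 0.0313, median log2 fold change -0.57 over 79 genes), and they moved both ways, with 13 called higher and 36 lower in *Fnip2* C/C. The list call was lost without mice 590 (0.118), 638 (0.108) or 658 (0.0975), with fry (0.405) and with camera's estimated correlation (0.999), and its lowest adjusted p was 0.000286, without mouse 593. The SD of their log2 fold changes was 1.30, above all of 10000 lists of the same size matched on expression (percentile 100, median SD 0.781), and in liver it was 0.153. *Rps20* rose by 1.74 and *Rpl22l1* had a log2 fold change of -3.84. The 13 mRNAs of the mitochondrial genome also spread (5 called higher and 3 lower in *Fnip2* C/C, also after quantile normalization and after scaling to the same total), with an SD of 1.24 in WAT (percentile 99.49, median of matched lists 0.728) and 0.126 in liver. *mt-Co3* rose by 1.63, whereas *mt-Cytb* had a log2 fold change of -2.08. Ribosomal protein genes were called 12 higher and 34 lower after quantile normalization and 11 higher and 36 lower after scaling to the same total.

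A different mix of cells would move mRNAs copied from the same mitochondrial transcripts together, so the SD of 1.24 argues against it as the cause. Reads on processed pseudogenes changed by -0.0556 percentage points (0.59% of reads in *Fnip2* C/C and 0.646% in *Fnip2* T/T WAT) while the summed share of ribosomal protein genes was 3.01% and 2.19%. That sum is weighted toward abundant genes such as *Rps20* (mean normalized counts of 30193 and 8498), and 51 of the 79 genes were lower in *Fnip2* C/C. The sum rose by 0.814 percentage points, more than the share of all processed pseudogenes in *Fnip2* T/T WAT. Reads taken from processed pseudogenes therefore cannot account for that rise. For the lower genes and for single genes, reads moved to or from pseudogenes cannot be told apart from a change in the genes without the alignments. RNA integrity or library preparation that differed between the WAT groups and an effect of the genotype cannot be told apart here, since the spread at percentile 100 is the pattern itself and favors neither. No RNA quality value is in the labels, and an effect of the genotype on transcript ends was not tested.

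Genes of small RNAs took 0.139% of the reads in *Fnip2* C/C WAT and 0.0402% in *Fnip2* T/T WAT, with every *Fnip2* C/C library (lowest 0.0757%) above every *Fnip2* T/T library (highest 0.0487%). The exact two-sided permutation p was 0.00794, the smallest that 126 groupings allow. It was not adjusted over the other library measures compared, and the pattern was picked after it had been seen, so chance is not excluded. In liver, the shares were 0.0350% and 0.0261% (exact two-sided permutation p = 0.0476). A library preparation that differed between the WAT groups and an effect of the genotype cannot be told apart here, since the smaller difference in liver is in the same direction and the labels give no preparation batch.

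The list of erythroid genes was lower in *Fnip2* C/C WAT (camera adjusted p = 0.00339, 5 genes, median log2 fold change -2.37). The adjusted p lay between 0.000939 and 0.00984 with each mouse left out, and was 0.000337 with fry and 0.356 with camera's estimated correlation. *Hba-a1* had a log2 fold change of -3.16, *Hbb-bs* of -2.65, *Hba-a2* of -2.37, *Alas2* of -0.71 and *Hbb-bt* of -0.27 (limma adjusted p = 0.414 for the last), and the near-identical globin copies can share reads. Less blood in the *Fnip2* C/C samples would lower these genes alike, but the falls differed by 2.9 on the log2 scale. *Alas2* is not a globin copy, and its fall (standard error 0.22) was smaller than those of *Hba-a1* and *Hba-a2* (standard errors 0.32 and 0.51). Reads shared between the *Hba* genes cannot make that difference, since both fell by at least 2.37. These values argue against less blood as the whole cause. Less blood as a part of it and a difference in library preparation cannot be told apart.

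Ovary genes were far higher in the *Fnip2* C/C WAT library of mouse 593 than in the others, with a mean log2 value over the ovary list of 10.77 against 2.169 to 2.863 in the other *Fnip2* C/C libraries. All 7 ovary genes tested were at least 10 times above every other WAT library (lowest ratio 15.5), with normalized counts of 15068 for *Cyp11a1*, 3364 for *Hsd3b1* and 3089 for *Inha*. The other WAT libraries also expressed 2 of the 7 at a mean of at least 10. The same library had the most genes with a read in its group (17756 against 17229 to 17272) and a skeletal muscle score of 3.403 against 3.088 to 3.126. A candidate explanation is ovary tissue carried into the sample of mouse 593, for which 7 of 7 genes so far above every other library are what is needed.

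Skeletal muscle genes were higher in the *Fnip2* T/T WAT library of mouse 609, with a mean log2 value over the list of 8.669 against 2.717 to 3.047 in the other *Fnip2* T/T libraries. At least 10 times above every other WAT library were 8 of the 11 muscle genes, such as *Myh4* (706 against at most 3.74), *Tnnc2* (843 against at most 17.3) and *Pvalb* (272 against at most 1.08). *Myl1* and *Acta1*, at 2123 and 1026, were closer to the highest other library (1233 and 257), and 3 of the 11 genes were expressed at a mean of at least 10 elsewhere. A candidate explanation for these 8 genes is muscle tissue carried into the sample of mouse 609.

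Some single values lay far from the others of their group. *Chac1* had a normalized count of 19.5 in the *Fnip2* T/T liver of mouse 657 (others 2.87 to 6.50), *Gm6159* 45.7 in the *Fnip2* C/C WAT of mouse 638 (14.1 to 16.5), *Nudt7* 1341 in the *Fnip2* C/C liver of mouse 639 (937 to 1009), *Phyh* 6508 in the *Fnip2* C/C liver of mouse 592 (8173 to 8630) and *Scd2* 107 in the *Fnip2* T/T liver of mouse 659 (15.9 to 27.5). The 10 genes with most reads took 22.8% of the reads in the *Fnip2* T/T WAT of mouse 607 (26.1% to 27.1%), and mitochondrial rRNA took 1.94% in the *Fnip2* C/C liver of mouse 591 (0.616% to 0.908%). The T cell list score was 5.289 in the *Fnip2* C/C WAT of mouse 590 (5.725 to 5.738). Chance gives such a value in about 1 of 20 groups, which is 9.8 of the 196 groups examined, and 12 were found with the ovary and muscle scores and the number of genes with a read included (exact one-sided binomial p = 0.277). Their number is therefore not shown to exceed what chance gives. The binomial test takes the groups as independent, although they share libraries, so its p is only a guide. It does not account for the size of the ovary and muscle values, and no biological explanation was tested.

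The effect of the genotype on the oxidative phosphorylation list was lower in WAT than in liver (camera adjusted p = 8.4e-05), as was that on the peroxisome list (0.0215). The first lay between 9.17e-06 (without mouse 607) and 0.00086 (without mouse 593) and the second between 0.00409 (without mouse 590) and 0.152 (without mouse 593), and the second also lost its call without mice 609 (0.0599) or 659 (0.0646). With fry, both passed, as did the bile acid list (0.0142 for all 3, and 0.147 with camera for the last), and none passed with camera's estimated correlation (0.752). As many lists passed in 66 of 100 regroupings, so that chance cannot be excluded for them.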

How the results depend on the processing

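The term for even against odd label numbers in the livers, DESeq2 on the reads of every gene, the settings of the cell type lists and those of the lists in the difference between the tissues were chosen only after the results had been seen.

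The number of differentially expressed genes in WAT stayed within 1.5 times of 4111 under every alternative run. It was 4098 and 4117 with pseudocounts of 0.5 and 10, 4055 without a filter, 3196 with a minimum mean of 50, 4068 with quantile normalization, 4083 with a term for the mouse number range, 4153 with edgeR and 4722 with DESeq2. Of these calls, 3921 by edgeR, 4083 by DESeq2 and 3697 after quantile normalization were shared with the 4111 and in the same direction. Of the calls, 53.1% were lower in *Fnip2* C/C, against 60.9% of the 3902 after scaling to the same total and 48% with a minimum mean of 50. With each mouse left out the count lay between 3010 (without mouse 657) and 4273 (without mouse 590). In liver, limma called 0 genes under every alternative run with it, with between 118 and 436 genes at an unadjusted p under 0.05. edgeR (269 unadjusted) and DESeq2 (225 unadjusted, and 323 on every gene) also called 0, and were not run with the other filters, scalings, terms or left-out mice. At the depths, replicate spreads and group sizes of these libraries, limma called 6.5% of 200 genes changed 2-fold in simulated WAT data and 69.5% in simulated liver data. The part of depth in this was not separated from the others. Far more than 200 genes passed in the real WAT data, so the 6.5% is not the power of that test.

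The number of genes whose genotype effect differed between the tissues moved from 3033 to 1678 when only the 6 mice with both tissues were kept (1527 shared), where 7 of the 19 libraries were left out. With the mouse as a replicate block it was 2753, all shared, and the block changed no other call. The peroxisome list in this difference lost its call with a minimum mean of 50 (0.0507), in the mice with both tissues (0.451) and with camera's estimated correlation (0.752), as did the oxidative phosphorylation list with the last (0.752). With each mouse left out the peroxisome list lay between 0.00409 (without mouse 590) and 0.152 (without mouse 593), and it was also above 0.05 without mice 609 (0.0599) or 659 (0.0646). The cause was not tested.

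*Fnip2* kept its direction in both tissues under every alternative, between -0.47 and -0.06 in WAT and between 0.39 and 0.74 in liver, and no member of the complex was called under any of them. The log2 fold change of *Fnip1* in WAT, 0.01, turned negative with quantile normalization (-0.0211), scaling to the same total (-0.0648), library weights (-0.14), edgeR (-0.0751) and DESeq2 (-0.0460, and -0.0455 on every gene). With each mouse left out it lay between -0.16 (without mouse 609) and 0.17 (without mouse 607), and was negative also without mice 590 (-0.00532), 608 (-0.0151) or 638 (-0.0664). All are smaller than its standard error of 0.24.

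Among the other genes named, 1302 of 1321 values kept their direction and their side of the threshold. *Rptor* in WAT changed sign when scaled to the same total (-0.0117) and without mouse 590 (range -0.0057 to 0.12). In liver, *Actb* changed sign with quantile normalization (-0.0214), scaling to the same total (-0.0025), edgeR (-0.0105), DESeq2 (-0.0056, and -0.0038 on every gene) and the label term (-0.0013). With each mouse left out, *Actb* in liver lay between -0.0781 (without mouse 608) and 0.0778 (without mouse 607), *Mtor* between -0.0343 (without mouse 592) and 0.19 (without mouse 591), negative also without mouse 658 (-0.0308), and *Tfeb* between -0.0063 (without mouse 639) and 0.18 (without mouse 592). *Actb* in WAT passed the threshold with library weights (0.73) and DESeq2 (0.53, also on every gene). The cause was not tested.

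Of the values for gene lists, 342 of 408 kept their direction and call. In WAT, a minimum mean of 50 brought the bile acid (0.0205), sterol synthesis (0.0419) and xenobiotic (0.0419) lists past the threshold. With fry, adipogenesis lost its call (0.178) and bile acid metabolism gained one (0.046), which it also did with enrichment scores on the moderated t (0.0355). With camera's estimated correlation, adipogenesis, oxidative phosphorylation and peroxisome all had an adjusted p of 0.668, and 0 of the cell type lists passed, against 3 with the preset correlation. Leaving out each mouse gave 0.0016 (without mouse 590) to 0.296 (without mouse 593) for adipogenesis, 0.0016 (without mouse 590) to 0.0745 (without mouse 593) for peroxisome, 0.0349 (without mouse 608) to 0.173 (without mouse 593) for bile acid metabolism, which also passed without mouse 590 (0.0359), and 0.0386 (without mouse 607) to 0.475 (without mouse 638) for sterol synthesis. For oxidative phosphorylation these were 1.62e-05 to 0.00146. Of the Reactome sets in WAT, 0 passed with camera and 95 with fry. The cause was not tested.

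In liver, the calls of the lists depended on the setting more often. Quantile normalization removed those of adipogenesis (0.112) and oxidative phosphorylation (0.224) and turned fatty acid metabolism lower in *Fnip2* C/C (0.758). The term for the mouse number range brought the sterol list past the threshold (0.0188). With the label term, adipogenesis (0.152), bile acid metabolism (0.0909) and oxidative phosphorylation (0.284) lost their calls and fatty acid metabolism turned lower (0.666, score -0.7015), while the xenobiotic metabolism list in liver kept its call (0.0243). With fry, adipogenesis, bile acid metabolism and xenobiotic metabolism had an adjusted p of 0.774 and oxidative phosphorylation of 0.785, and with camera's estimated correlation these were 0.614 and 0.775. Enrichment scores on the moderated t removed the call of adipogenesis (0.111) and those on the log2 fold change that of oxidative phosphorylation (0.276). A minimum mean of 50 turned the score of the glycolysis list negative (-0.954). The cause was not tested.

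Single livers decided most of these calls. Leaving out each mouse gave 0.000274 (without mouse 607) to 0.721 (without mouse 639) for adipogenesis, which also lost its call without mice 592 (0.0537), 608 (0.249), 657 (0.0533), 658 (0.0961) or 659 (0.125). It gave 0.000157 (without mouse 658) to 0.399 (without mouse 659) for bile acid metabolism, lost also without mice 591 (0.133) or 657 (0.0533), and 2.45e-05 (without mouse 590) to 0.811 (without mouse 639) for oxidative phosphorylation, lost also without mice 638 (0.388), 608 (0.103), 657 (0.201) or 659 (0.125). Fatty acid metabolism lay between 0.0137 (without mouse 659, lower in *Fnip2* C/C) and 0.973 (without mouse 592), and was also lower without mice 591 (0.856) or 638 (0.965). The sterol list lay between 5.01e-05 (without mouse 657) and 0.612 (without mouse 591), passed also without mice 592 (0.00741) or 639 (0.0388), and was higher without mice 638 (0.513) or 607 (0.0694). The glycolysis list lay between 0.125 (without mouse 658) and 0.989 (without mouse 639, lower), and the peroxisome list between 0.096 (without mouse 590) and 0.724 (without mouse 639), lower without mouse 659 (0.399). Xenobiotic metabolism stayed between 2.38e-09 and 0.0327. The enrichment scores lay between -1.896 (without mouse 659) and 1.317 (without mouse 607) for fatty acid metabolism, between -2.414 (without mouse 657) and 1.459 (without mouse 607) for the sterol list, and between -1.223 (without mouse 659) and 1.743 (without mouse 658) for peroxisome.

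Each sequencing run as its own sample was not run, since the tables hold 1 column per mouse, and library weights, edgeR and DESeq2 were not run for gene lists.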

Differences from the paper's values

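Of the settings set beside the paper's values here, some were chosen only after the results had been seen. These were DESeq2 on the reads of every gene, the term for even against odd label numbers and the grouping of the livers by those numbers.

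In liver, the paper's number of differentially expressed genes is 9, and 0 genes passed here, with 231 at an unadjusted limma p under 0.05. None of the alternatives set before the data were examined closes this gap, since limma under every one of them, edgeR (269 unadjusted) and DESeq2 (225 unadjusted) all gave 0. DESeq2 on the reads of every gene and the term for the label numbers also gave 0. Between livers with even and odd label numbers, a grouping that mixes the genotypes, DESeq2 called 13 genes and limma called 0. The paper's text does not name its 9 genes.

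For the enrichment in WAT, the lists used here share names with the signatures of the paper and need not share members, and the collection of the paper is not named. The error of each score here comes from leaving out each mouse in turn. For xenobiotic metabolism, the paper's normalized enrichment score is -1.83 (Fig. S5E) and the score here is -1.29 (error 0.256), and none of the alternatives set before the data were examined closes the gap. For mTORC1 signaling, the paper's score is -1.57, and the list for glycolysis, ATF4 targets and protein quality control gave -1.126 (error 0.294), which no alternative set before the data were examined brings within the error. The list for sterol and fatty acid synthesis gave -1.245, within its error of 0.498.

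In liver, the paper's scores (Fig. S5F) are negative, for enrichment in *Fnip2* T/T, and those found here are positive. The paper's score for oxidative phosphorylation is -2.47, and it was 1.935 here, or -1.935 with the direction taken as *Fnip2* T/T minus *Fnip2* C/C. For bile acid metabolism the paper's score is -1.97, against 1.978 here, or -1.978 in the opposite direction. For adipogenesis the paper's score is -1.92, against 1.395, or -1.395 in the opposite direction, and for xenobiotic metabolism it is -1.81, against 2.18, or -2.18 in the opposite direction. None of the alternatives set before the data were examined gave a negative score for any of these 4 lists. For fatty acid metabolism, the paper's score is -2.10, against 0.6785 here, or -0.6785 in the opposite direction. The gap is smaller than the error of 3.09, and the scores differ in sign. Without mouse 591 (-0.781), mouse 592 (-0.592) or mouse 659 (-1.896) the score is negative, like the paper's, and under the other alternatives set before the data were examined it stays positive. With the label term, chosen after seeing the values, it was -0.7015. In the opposite direction all 5 liver scores lie within their errors of the paper's, whereas all 6 WAT scores would then differ from them. These 5 lists were also lower, and past camera's threshold, in livers with even label numbers against those with odd ones. That grouping mixes the genotypes.

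The paper states that adipogenesis, fatty acid metabolism and mTORC1 signaling were enriched in *Fnip2* T/T samples in liver and WAT. Here, the direction was the same in WAT for all lists of these signatures (adipogenesis camera adjusted p = 0.0224, fatty acid metabolism 0.292, sterol list 0.119, glycolysis list 0.292). In liver it was the same only for the sterol list (0.31), and the adipogenesis (0.0302), fatty acid metabolism (0.702) and glycolysis (0.321) lists were higher in *Fnip2* C/C.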

Other observations

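The test of another grouping of the livers and the comparison by label number were chosen only after the liver lists had been seen, and the cell type lists and the correlations were planned.

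Other splits of the libraries were counted for the results without a gene past the threshold and for the gene lists. In liver, 97 of 100 splits gave as many genes at an unadjusted limma p under 0.05 as the real one (231, against a median of 482 and a highest count of 1817), and 95 splits had no gene past the threshold, so that the liver result is one that chance gives. As many lists as the real 3 passed in 57 of 100 splits in WAT, and as many as the real 4 in 45 of 100 splits in liver, so that chance cannot be excluded for the lists of either tissue.

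The liver lists that the paper's Fig. S5F has lower in *Fnip2* C/C were higher here. If the study's comparison had grouped the livers in another way, some other split would give all 5 lists lower and past the threshold. Of 200 directed splits, 8 did so. The groups of the labels compared in the opposite direction would also put all 5 liver scores within their errors of the paper's. The livers with even RNA label numbers, against those with odd ones, had all 5 lists lower and past camera's threshold. That grouping was picked after the lists had been seen. DESeq2 called 13 genes between these livers, and limma called 0. Even numbers mark the *Fnip2* C/C libraries in WAT, but livers of both genotypes. Which grouping and direction the study used is not known. Another grouping, the opposite direction and the grouping by the labels therefore cannot be told apart as the source of the paper's values.

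The livers also split by the number of their RNA label, which is even for 2 *Fnip2* C/C and 3 *Fnip2* T/T livers and odd for 3 and 2. All 8 lists were lower in livers with even numbers (camera adjusted p between 3.67e-17 for xenobiotic metabolism and 0.0211 for sterol synthesis), 2 of them also with fry (xenobiotic metabolism 0.0295, oxidative phosphorylation 0.049). limma called 0 genes between these livers (592 unadjusted) and DESeq2 called 13. All 8 lists also passed in 4 of the 100 splits of the livers drawn (median 3 lists), and this grouping was picked after the lists had been seen. That RNA with even and odd numbers was handled apart is a hypothesis only, of which the labels give no record. The split is also a grouping that cannot be excluded for the study's liver comparison. With a term for the label number, 0 genes differed between the genotypes in liver (207 unadjusted), and the xenobiotic metabolism list in liver was the only one past the threshold (camera adjusted p = 0.0243, and between 2.38e-09 and 0.774 over the alternatives). In WAT the label number equals the genotype, so the same term could not be fitted.

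Of the 17 lists of cell type markers, 16 could be tested in WAT and 15 in liver, where 0 passed with camera or fry (lowest camera adjusted p 0.584, ovary). In WAT, besides the erythroid and ribosomal protein lists, the adipocyte list was lower in *Fnip2* C/C (camera adjusted p = 0.0381, median log2 fold change -0.76 over 18 genes, 9 called lower). Its call was lost without mice 593 (0.431) or 609 (0.0723) and with fry (0.198), and its adjusted p lay between 0.00484 and 0.999 over the alternatives. A lower share of adipocytes would raise the markers of the other cells alike. The median log2 fold changes were 0.70 for the smooth muscle and T cell lists, 0.55 for mesothelium and 0.13 for fibroblast and preadipocyte. That of the erythroid list, whose own cause is open, was -2.37. This argues against a lower share of adipocytes as the whole cause of these changes and leaves a part in the adipocyte genes open. The hepatocyte list (-1.70) rests on 4 of its 12 genes and did not pass, so it carries no weight here. The B cell and plasma cell list (3 genes) passed with fry alone (0.0159, camera 0.338). The others did not pass in WAT, with camera adjusted p of 0.265 for the hepatocyte and ovary lists, 0.338 for mesothelium, 0.45 for smooth muscle and T cell, 0.466 for fibroblast and preadipocyte, 0.513 for skeletal muscle, 0.863 for endothelium, 0.948 for macrophage and mammary epithelium and 0.999 for brown adipocyte and female reproductive tract epithelium.

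The paper reports by RT-qPCR, in a larger number of mice, that *Fnip2*, *Fnip1* and *Flcn* mRNA levels go together in liver (Fig. S5B). In the 10 livers sequenced, Pearson's r on the log2 scale was 0.546 for *Fnip2* with *Fnip1* (permutation p = 0.0961, adjusted over 3 relations 0.144), 0.467 for *Fnip2* with *Flcn* (0.177, adjusted 0.177) and 0.704 for *Fnip1* with *Flcn* (0.0251, adjusted 0.0753), from 100000 two-sided permutations each. Spearman's rho was 0.212 (permutation p = 0.561, adjusted 0.561), 0.358 (0.311, adjusted 0.466) and 0.745 (0.0175, adjusted 0.0525). Without the 2 livers farthest from the median, r was 0.183, 0.262 and 0.413, and the liver of mouse 659 was left out each time, so that these relations rest in part on those livers. On deviations from the genotype mean, r was 0.35, 0.421 and 0.696.

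The paper also reports no association of the genotype with *Fnip2* mRNA by RT-qPCR in liver and gonadal WAT (Fig. 4B), normalized to β-actin. In the libraries, *Actb* had a log2 fold change of 0.56 in WAT (standard error 0.26, limma adjusted p = 0.116, DESeq2 adjusted p = 0.0385) and 0.01 in liver (standard error 0.13, adjusted p = 1.00), and the sign in liver changed under several alternatives.

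*Xist* had normalized counts between 1804 and 3152 in the WAT libraries and between 1852 and 3235 in the livers, and the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* are not listed in either table.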
